# High throughput approaches reveal splicing of primary microRNA transcripts and tissue specific expression of mature microRNAs in *Vitis vinifera*

**DOI:** 10.1186/1471-2164-10-558

**Published:** 2009-11-25

**Authors:** Erica Mica, Viviana Piccolo, Massimo Delledonne, Alberto Ferrarini, Mario Pezzotti, Cesare Casati, Cristian Del Fabbro, Giorgio Valle, Alberto Policriti, Michele Morgante, Graziano Pesole, M Enrico Pè, David S Horner

## Abstract

**Background:**

MicroRNAs are short (~21 base) single stranded RNAs that, in plants, are generally coded by specific genes and cleaved specifically from hairpin precursors. MicroRNAs are critical for the regulation of multiple developmental, stress related and other physiological processes in plants. The recent annotation of the genome of the grapevine (*Vitis vinifera *L.) allowed the identification of many putative conserved microRNA precursors, grouped into multiple gene families.

**Results:**

Here we use oligonucleotide arrays to provide the first indication that many of these microRNAs show differential expression patterns between tissues and during the maturation of fruit in the grapevine. Furthermore we demonstrate that whole transcriptome sequencing and deep-sequencing of small RNA fractions can be used both to identify which microRNA precursors are expressed in different tissues and to estimate genomic coordinates and patterns of splicing and alternative splicing for many primary miRNA transcripts.

**Conclusion:**

Our results show that many microRNAs are differentially expressed in different tissues and during fruit maturation in the grapevine. Furthermore, the demonstration that whole transcriptome sequencing can be used to identify candidate splicing events and approximate primary microRNA transcript coordinates represents a significant step towards the large-scale elucidation of mechanisms regulating the expression of microRNAs at the transcriptional and post-transcriptional levels.

## Background

MicroRNAs (miRNAs) are small (19-24 nt) non-coding RNAs that play important roles in the regulation of various cellular processes by inhibiting gene expression at the post-transcriptional level [1-3]. Many miRNAs interact with target mRNAs, leading to degradation or sequestration from the translational apparatus [4,5]; some miRNAs target other non-coding transcripts and are required for the generation of trans-acting small interfering RNAs (ta-siRNAs) [6]. miRNAs have been implicated in the regulation of key developmental, stress response and other physiological processes. While in animals many miRNAs are derived from introns or untranslated regions of coding messages, plant miRNAs are typically specified by dedicated MIR genes. These genes are, at least for the most part, transcribed by RNA polymerase II to yield capped and polyadenylated primary transcripts (pri-miRNA) [7]. The RNAse III enzyme Dicer-like-1 (DCL1) mediates the specific excision of mature miRNAs from the pri-miRNA via the initial generation of imperfect hairpin precursors (pre-miRNAs) and the subsequent excision of a duplex consisting of the mature microRNA and its complementary region (miRNA*) [8,9]. Most, if not all plant miRNAs then undergo methylation of the 2' hydroxyl group at the 3' ends of this duplex [10] and are subsequently exported to the cytosol, where one strand, the mature miRNA, is selectively incorporated into the RNA Induced Silencing Complex (RISC) which mediates interactions with target mRNAs [11].

The same, or highly similar mature miRNAs are often specified by different genomic loci within a species, and many, but by no means all, miRNAs show broad phylogenetic conservation - similar miRNAs are grouped into families. Several computational methods have been developed to identify putative pre-miRNAs by evaluating the capacity of the genomic context of sequences similar to known mature miRNAs to form hairpin structures exhibiting structural and thermodynamic features consistent with known pre-miRNAs (e.g. [12]). Purely *ab-initio *approaches to the prediction of non-conserved (lineage-specific) miRNAs have also yielded some notable successes (e.g. [13]), although such approaches are often plagued by an excess of false positive results. The most reliable method to identify putative novel pre-miRNAs remains the sequencing of small RNA fractions [10,14-20] coupled with the identification of plausible hairpin structures in flanking genomic sequences (e.g. [21]).

Once mature miRNA sequences have been identified, their expression in different tissues, developmental stages or environmental conditions can be studied through experimental approaches such as northern blotting, oligonucleotide arrays or deep-sequencing of isolated small RNA fractions. However, the fact that identical or highly similar mature miRNAs can derive from multiple loci within a single genome limits the capacity of such approaches to determine which genomic precursor loci are truly expressed.

Meaningful insight into the regulation of miRNA expression at the transcriptional and other levels is undoubtedly desirable in the context of post-genomic and systems biology initiatives. However, large scale and *in-silico *studies of the regulation of transcription of miRNAs require accurate definition of primary transcript coordinates on a genomic sequence, or at the very least, fairly accurate estimates of transcriptional start sites. Owing to their typically short physiological half-life, relatively few pri-miRNAs have been found in EST and large-scale full-length cDNA sequencing projects in plants. For the same reasons, manual cloning and characterization of primary miRNAs is a laborious process, and has been performed for relatively few plant miRNAs [7,22-24].

To date, large-scale analysis of expression of plant miRNAs and associated prediction of precursor sequences have been restricted to relatively few species and the paucity of complete plant genome sequences limits the possibilities for studies incorporating extensive genomic information. The recently published genome sequence of the grapevine (*Vitis vinifera *L.) [25] provides the first opportunity to study the potential roles of miRNAs in fruit maturation and other physiological processes of a commercially important species in the context of a complete genome sequence.

We have previously used comparative methods to predict 140 putative pre-miRNAs (representing 28 conserved miRNA families) in the grapevine genome [25]. Here we present experimental validation of a large number of these predictions using several high throughput methodologies. Oligonucleotide arrays reveal that several of these families show significant changes in expression levels in different tissues and during fruit maturation. Small RNA deep-sequencing allowed the precise definition of boundaries of mature miRNA sequences where comparative predictions left some ambiguity.

Additionally, we demonstrate that deep sequencing of the polyA^+ ^transcriptome permits the precise identification of which candidate precursors are expressed in different tissues and shows that, in many cases, fairly precise estimates of primary transcript coordinates may be inferred from such data. Finally, we show that patterns of splicing and alternative splicing of pri-miRNAs may be elucidated from whole transcriptome deep sequencing data and confirm that a significant proportion of grapevine pri-miRNAs are subjected to such processes, consistent with the suggestion that post-transcriptional regulation might play a widespread role in the regulation of plant miRNA maturation.

## Results and Discussion

In the previous description of 8.4 fold coverage assembly of the grapevine (*Vitis vinifera *L.) genome [25] we identified 164 candidate conserved miRNAs. Here we present a comprehensive characterization of conserved miRNAs in grapevine including a refinement of mature miRNA sequences and important information regarding pattern of expression of both mature miRNAs and precursors. Three complementary approaches were followed to characterize the expression pattern of both the mature miRNAs and their precursors. To allow a comparison between methods, all technologies were applied to leaf tissue. Whole transcriptome deep sequencing was performed on all tissues available from the highly homozygote sequenced clone PN40024. To maximize the coverage of tissues studied, microarray and 454 transcriptomic analyses were performed on berries - organs of particular agronomic importance - from other clones as they cannot be easily obtained from the very weak PN40024 clone.

### Comparative prediction of microRNA precursors

We previously used the MicroHarvester software [12] with all plant miRNAs present in release 9.1 of miRBase [26] to identify 164 candidate conserved miRNAs and their precursors in the 8.4 fold coverage assembly of the genome of the grapevine (*Vitis vinifera *L.) [25]. Manual refinement of these predictions provided 140 high-confidence candidate pre-miRNAs classified in 28 conserved families (79 unique predicted mature microRNA sequences).

For the most part, we confirm existing patterns of miRNA family conservation with respect to completely sequenced plant genomes for which extensive analyses of miRNAs have been performed (*Arabidopsis thaliana*, *Populus trichocarpa*, *Oryza sativa *and *Physcomitrella patens*). Of the 28 families for which we identified putative precursor sequences in *Vitis vinifera *(Table 1), 9 are represented in all four of these species and a further 10 have been characterized in all three magnoliophytes. One family (miR403) is present in both of the previously sequenced Dicots, while two previously Arabidopsis-specific families (miR828 and miR845) were predicted in grapevine (suggesting their loss or - as yet - undetected presence in poplar), while miR479 and miR482 (annotated only in poplar and grapevine) are likely to have evolved in a common ancestor of these organisms after its divergence from the Arabidopsis lineage [25]. miR477 precursors have been characterized only in poplar, grapevine and *P. patens*, while a series of miR535 precursors represent the first members of this family to be identified in core eudicots, having been identified only in *P. patens*, rice and more recently in the California poppy (*Eschscholzia californica*) [27]. The only families tested for which members have been identified in poplar and at least one other of the aforementioned genomes but for which microHarvester failed to identify candidate precursors in the grapevine genome were miR472, miR530 and miR827.

**Table 1:** Expression of mature- and pre-miRNAs in *Vitis vinifera*

**miRNA**	**Sequence**	**Expression data**				**miRNA**	**Sequence**	**Expression data**			
	
		**A**	**B**	**C**	**D**			**A**	**B**	**C**	**D**
MIR156A	TGACAGAAGAGAGGGAGCAC	2229	____	N	__I___	MIR171G	TTGAGCCGAACCAATATCACC	0	__RC	N	R*L*I*___

MIR156B	TGACAGAAGAGAGTGAGCAC	835876	___C	N	______	MIR172A	AGAATCTTGATGATGCTGCAT	3450	_S_C	N	______

MIR156C	TGACAGAAGAGAGTGAGCAC	835876	____	N	______	MIR172B	AGAATCTTGATGATGCTGCAT	73450	____	N	______

MIR156D	TGACAGAAGAGAGTGAGCAC	835876	LSRC	N	______	MIR172D	AGAATCTTGATGATGCTGCAT	73450	____	N	_LIBgBv_

MIR156E	TGACAGAGGAGAGTGAGCAC	251	____	N	______	MIR172C	GAATCTTGATGATGCTGCAG	1	____	N	_LIBgBv_

MIR156F	TTGACAGAAGATAGAGAGCAC	30	_S__	N	RLIBgBvBm	MIR319B	TTGGACTGAAGGGAGCTCCCT	1	____	N	RLIBgBvBm

MIR156G	TTGACAGAAGATAGAGAGCAC	30	LS_C	N	RLIBgBvBm*	MIR319C	TTGGACTGAAGGGAGCTCCCT	1	_S__	N	RLIBgBvBm

MIR156I	TTGACAGAAGATAGAGAGCAC	30	_S__	N	RLIBg*BvBm	MIR319E	TTTGGACTGAAGGGAGCTC	1	_S_C	Y	RLIBgBvBm

MIR156H	TGACAGAAGAGAGAGAGCAT	69	LS__	Y	______	MIR319G	ATTGGACTGAAGGGAGCTCCC	0	___C	N	RLIBgBvBm

MIR159A	CTTGGAGTGAAGGGAGCTCTC	0	____	N	RLIBgBvBm	MIR319F	TTGGATTGAAGGGAGCTCCCT	1	_S__	N	RLI*BgBv*Bm*

MIR159B	CTTGGAGTGAAGGGAGCTCTC	0	____	N	RLIBgBvBm	MIR390	AAGCTCAGGAGGGATAGCGCC	141	_S__	N	RLIBgBvBm

MIR159C	TTTGGATTGAAGGGAGCTCT	124	LSRC	N	RLIBgBvBm	MIR393A	TTCCAAAGGGATCGCATTGAT	14983	____	Y	RLIBgBvBm

MIR160A	TGCCTGGCTCCCTGAATGCCA	276	____	N	RLI*BgBv*Bm*	MIR393B	TCCAAAGGGATCGCATTGATC	398	LS__	Y	RLIBgBvBm

MIR160B	TGCCTGGCTCCCTGAATGCCA	276	____	Y	RLIBgBvBm	MIR394A	TTGGCATTCTGTCCACCTCC	748	_S__	N	______

MIR160E	TGCCTGGCTCCCTGAATGCCA	276	____	Y	RLIBgBvBm	MIR394B	TTGGCATTCTGTCCACCTCC	748	LS_C	N	______

MIR160C	TGCCTGGCTCCCTGTATGCCA	130	_SRC	N	RLIBgBvBm*	MIR394C	TTGGCATTCTGTCCACCTCC	748	____	N	______

MIR160D	TGCCTGGCTCCCTGTATGCCA	130	____	N	RLIBgBvBm	MIR395A	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR160F	TGCCTGGCTCCCTGTATGCCA	130	____	N	RL*IBg*Bv*Bm	MIR395B	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR162	TCGATAAACCTCTGCATCCAG	1	LS_C	Y	RLIBgBvBm	MIR395C	TGAAGTGTTTGGGGGAACTC	198	____	N	RLI*BgBvBm

MIR164A	TGGAGAAGCAGGGCACGTGCA	13841	____	N	RLIBg__	MIR395D	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR164C	TGGAGAAGCAGGGCACGTGCA	13841	L___	N	RLIBg__	MIR395E	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR164D	TGGAGAAGCAGGGCACGTGCA	13841	____	N	RLIBg__	MIR395F	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR164B	TGGAGAAGCAGGGCACATGCT	1	____	N	_LI*Bg__	MIR395L	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR166A	TCGGACCAGGCTTCATTCCT	181	LSRC	Y	RLIBgBvBm	MIR395 M	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR166B	TCGGACCAGGCTTCATTCCT	181	LS__	N	RLIBgBvBm	MIR395G	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR166C	TCGGACCAGGCTTCATTCCCC	219273	LSRC	N	RLIBgBvBm	MIR395H	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR166D	TCGGACCAGGCTTCATTCCCC	219273	_S__	N	RLIBgBvBm	MIR395I	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR166E	TCGGACCAGGCTTCATTCCCC	219273	_SRC	N	R*LI*Bg*Bv*Bm*	MIR395J	TGAAGTGTTTGGGGGAACTC	198	_S__	N	RLIBgBvBm

MIR166F	TCGGACCAGGCTTCATTCCCC	219273	____	N	RLIBgBvBm	MIR395K	TGAAGTGTTTGGGGGAACTC	198	____	N	RLIBgBvBm

MIR166G	TCGGACCAGGCTTCATTCCCC	219273	____	N	RLIBgBvBm*	MIR395N	CTGAAGAGTCTGGAGGAACTC	0	____	N	_L____

MIR166H	TCGGACCAGGCTTCATTCCCC	219273	_S_C	N	RLIBgBvBm	MIR396B	TTCCACAGCTTTCTTGAACTT	2204	LS_C	N	RL_Bg__

MIR167A	TGAAGCTGCCAGCATGATCTG	166	L_RC	N	RLIBgBvBm	MIR396A	TTCCACAGCTTTCTTGAAC	810	_S__	N	RL_Bg__

MIR167B	TGAAGCTGCCAGCATGATCTA	4965	L__C	Y	RL*IBg*BvBm	MIR396C	TTCCACAGCTTTCTTGAAC	810	____	N	RL_Bg__

MIR167C	TGAAGCTGCCAGCATGATCT	89	____	N	RLIBgBvBm	MIR396D	TTCCACAGCTTTCTTGAAC	810	_S_C	N	RL_Bg__

MIR167D	TGAAGCTGCCAGCATGATCTA	4965	LS__	N	RLIBgBvBm	MIR397A	ATTGAGTGCAGCGTTGATGAA	714	LS_C	N	R__Bg__

MIR167E	TGAAGCTGCCAGCATGATCTA	4965	____	N	RLIBgBvBm	MIR397B	ATTGAGTGCAGCGTTGATGAA	714	____	N	R__Bg__

MIR168	TCGCTTGGTGCAGGTCGGGAA	5	LSRC	Y	RLIBgBvBm	MIR398A	TTCTCAGGTCACCCCTTTGGG	13	_SRC	N	RL_Bg__

MIR169B	TGAGCCAAGGATGGCTTGCCG	0	____	N	_L__BvBm	MIR398B	CTCATGTGTTCTCAGGTCGCC	15	LSRC	N	R__Bg__

MIR169H	TGAGCCAAGGATGGCTTGCCG	0	____	N	_L__BvBm	MIR398C	CTCATGTGTTCTCAGGTCGCC	15	LSRC	N	R__Bg__

MIR169A	CAGCCAAGGATGACTTGCCGG	675	____	N	_LIBgBvBm	MIR399A	TGCCAAAGGAGAATTGCCCTG	106	L___	N	R_I___

MIR169C	CAGCCAAGGATGACTTGCCGG	675	____	N	_LIBgBvBm	MIR399H	TGCCAAAGGAGAATTGCCCTG	106	L___	N	R_I___

MIR169J	CAGCCAAGGATGACTTGCCGG	675	____	N	_LIBgBvBm	MIR399B	TGCCAAAGGAGAGTTGCCCTG	34	____	N	R__Bg_Bm

MIR169K	CAGCCAAGGATGACTTGCCGG	675	____	N	_LIBgBvBm	MIR399C	TGCCAAAGGAGAGTTGCCCTG	34	____	N	R__Bg_Bm

MIR169S	CAGCCAAGGATGACTTGCCGG	675	____	N	_LI*BgBvBm	MIR399I	CAAAGGAGAGTTGCCCTG	1	L_RC	N	R__Bg_Bm

MIR169W	CAGCCAAGGATGACTTGCCGG	675	____	N	_LIBgBvBm	MIR399D	TGCCAAAGGAGATTTGCTCGT	0	____	N	______

MIR169L	GAGCCAAGGATGACTTGCCGT	0	____	N	_LIBgBvBm	MIR399E	TGCCAAAGGAGATTTGCCCGG	0	___C	N	______

MIR169 M	AGCCAAGGATGACTTGCCGGC	16	____	N	_LI*BgBv*Bm*	MIR399F	TGCCGAAGGAGATTTGTCCTG	0	____	N	______

MIR169N	AGCCAAGGATGACTTGCCGGC	16	____	N	_L*I*Bg*Bv*Bm*	MIR399G	TGCCAAAGGAGATTTGCCCCT	0	____	N	R_I__Bm

MIR169O	GAGCCAAGGATGACTTGCCGC	0	____	N	_LIBgBvBm	MIR403A	TTAGATTCACGCACAAACTCG	0	____	N	RLIBgBvBm

MIR169P	AGCCAAGGATGACTTGCCG	16	____	N	_LIBgBvBm	MIR403B	TTAGATTCACGCACAAACTCG	0	____	N	RLIBgBvBm

MIR169Q	AGCCAAGGATGACTTGCCG	16	____	N	_LIBgBvBm	MIR403C	TTAGATTCACGCACAAACTCG	0	___C	N	RLI*BgBvBm*

MIR169E	TAGCCAAGGATGACTTGCCTG	8	L___	N	_LIBgBvBm	MIR403D	TTAGATTCACGCACAAACTCG	0	____	N	RLIBgBvBm

MIR169F	CAGCCAAGGATGACTTGCCGA	317	___C	N	_LIBgBvBm*	MIR403E	TTAGATTCACGCACAAACTCG	0	____	N	RLIBgBvBm

MIR169G	CAGCCAAGGATGACTTGCCGA	317	_S__	N	_LIBgBvBm	MIR403F	TTAGATTCACGCACAAACTCG	0	_SRC	N	RLIBgBvBm

MIR169R	TGAGTCAAGGATGACTTGCCG	0	____	N	_LI*BgBv*Bm*	MIR408	TGCACTGCCTCTTCCCTGGC	131	LSRC	Y	RLIBgBvBm

MIR169T	TGAGTCAAGGATGACTTGCCG	0	____	N	_L*I*Bg*Bv*Bm*	MIR477A	ATCTCCCTCAAAGGCTTCCAA	0	____	N	___BgBvBm

MIR169U	TGAGTCAAGGATGACTTGCCG	0	____	N	_L*I*Bg*Bv*Bm*	MIR479	TGTGGTATTGGTTCGGCTCATC	2	____	N	______

MIR169V	AAGCCAAGGATGAATTGCCGG	0	____	N	__IBg__	MIR482	CCTACTCCTCCCATTCC	0	LSRC	Y	______

MIR169X	TAGCCAAGGATGACTTGCCTA	1	____	Y	_LIBgBvBm	MIR535A	TGACAACGAGAGAGAGCACGCT	0	____	Y	RLIBgBvBm

MIR169Y	TAGCGAAGGATGACTTGCCTA	0	____	N	__I___	MIR535B	TGACAACGAGAGAGAGCACGCT	0	____	Y	RLIBgBvBm

MIR169I	GAGCCAAGGATGACTGGCCGT	0	____	N	_L_Bg__	MIR535C	TGACAACGAGAGAGAGCACGCT	0	____	Y	RLI*BgBv*Bm

MIR169D	CAGCCAAGAATGATTTGCCGG	0	____	N	______	MIR535D	TGACAACGAGAGAGAGCACGCT	0	____	Y	RLIBgBvBm

MIR171B	TGATTGAGCCGCGTCAATATC	0	____	N	R_____	MIR535E	TGACAACGAGAGAGAGCACGCT	0	____	Y	RLIBgBvBm

MIR171C	TGATTGAGCCGTGCCAATATC	637	____	N	RLIBg__	MIR828A	TCTTGCTCAAATGAGTATTCCA	0	____	N	______

MIR171D	TGATTGAGCCGTGCCAATATC	637	____	N	RLIBg__	MIR828B	TCTTGCTCAAATGAGTGTTCCA	0	____	N	______

MIR171A	TGATTGAGCCGTGCCAATATC	637	_SRC	Y	RLIBg__	MIR845A	TAGCTCTGATACCAATTGATA	0	____	N	______

MIR171I	TGATTGAGCCGTGCCAATATC	637	____	N	RLIBg__	MIR845B	TAGCTCTGATACCAATTGATA	0	____	N	______

MIR171E	TGATTGAGCCGCGCCAATATC	53	___C	N	RLI*BgBv*Bm*	MIR845C	AGGCTCTGATACCAATTGATG	0	____	N	______

MIR171H	TGGTTGAGCCGCGCCAATATC	0	____	N	RLIBgBvBm	MIR845D	TGGCTCTGATACCAATTGATGG	0	____	N	______

MIR171F	TTGAGCCGCGCCAATATCACT	0	_S__	N	RLIBgBv_	MIR845E	TGGCTCTGATACCAATTGATGG	0	____	N	______

For each predicted pre-miRNA the table reports: the mature sequence, the number of perfect matching short RNA reads observed in leaf (column A), tissues in which significant expression of the precursor was observed by Illumina whole transcriptome sequencing (column B, where L = leaf, R = root, S = stem, C = callus), the presence of 454 reads including the precursor sequence in leaf (column C, where Y = yes, N = no), and tissues where the Combimatrix oligoarray showed significant expression of the mature sequence (column D, where L = leaf, I = inflorescence, R = root, Bg = immature berry, Bv = veraison, Bm = mature berry). Asterisks indicate signal detected for precursor in that tissue. Mature miRNAs are ordered to reflect expected cases of crosshybridization for oligonucleotide arrays. For all microRNAs, chromosome, strand and coordinates of the precursor miRNA are provided (scaffold coordinates indicate that the miRNA was situated on a scaffold not incorporated into the 8.4× genome assembly).

With respect to the reference annotation of protein coding genes in the *Vitis vinifera *genome, 127 putative pre-miRNAs were intergenic in location (17 overlapped with annotated genes but on the non-coding strand). Four precursor predictions fell within or overlapped annotated coding or UTR exons although homology searches and transcriptomics data generated subsequently to the initial annotations call into question the validity of all but two of these exon annotations. miRNA 156 h is probably an incorrect prediction derived from a coincidentally plausible hairpin structure formed by the opposite strand to the presumed target (a *Squamosa-promoter Binding Protein *(*SBP*) box gene). A similar situation is observed for miR171 g which falls on the opposite strand to to a GRAS domain transcription factor gene. Nine precursor predictions were apparently intronic in location. Manual checks of the automated annotations suggested that all of the introns putatively containing pre-miRNAs were likely to be erroneous predictions, being atypically long (over 13 kb) and interrupting putative retroelement derived genes or obvious fusion gene predictions (not shown).

### Deep sequencing of small RNAs from grapevine leaf tissue

We generated 37,219,323 reads with Illumina sequencing of small RNA isolated from *Vitis vinifera *L. clone PN40024 leaves. 15,261,352 individual small RNA reads of 19-24 bases (41% of the total reads generated) representing 2,626,822 unique sequences were mapped to the draft genome after removal of adapter sequences. Over 40% of the total mapped sequences were of length 21 bases and accounted for 26.3% of the genomic loci represented by the mapped data (mean redundancy of 9.25 reads/locus). 34% of loci represented were of length 24 (13.4% of tags sequenced) with a mean redundancy of 2.27 reads/locus, suggesting, in accord with other studies [28,29], that miRNAs in our sample tend to be expressed at higher levels or processed more specifically than the more heterogeneous 24 base small RNAs [see Additional file 1: Supplemental Table S1].

Mapping of the short tags onto the genome sequence revealed that of the 28 families predicted by our comparative analysis, 22 showed at least one sequence tag either in exact or very close correspondence to the position of one of the predicted mature sequences (the exceptions being miR403, miR477, miR535, miR828, miR482 and miR845). For some families, thousands or even hundreds of thousands of short RNA sequences were recovered (miR156, miR164, miR166, miR167, miR172, miR393, miR396), while less than 1000 sequences corresponded to each of the remaining represented families. In some cases, the most commonly observed sequences were identical to at least one of the predicted mature sequences (notably: miR156, miR160, miR164, miR167, miR169, miR172, miR394, miR399) while for other families, the predominant mature miRNA sequenced exhibited small variations (shifts or differences of length of one or two bases) with respect to the predicted mature sequences (e.g. miR166, miR393, miR395, miR396, miR408). This finding was not unexpected given the variation in mature miRNA lengths within families observed in other plant species and the nature of the comparative method used to generate the initial predictions. For three families (miR171, miR397, mir398) the predominant species sequenced showed greater shifts with respect to the prediction. While in the case of miR171 and miR397, shifts of up to three bases within or between organisms are registered in miRBase (Figure 1A, B), the grapevine miR398 family presented several mature sequences that varied by up to 8 bases with respect to one another (Figure 1C). For other predicted precursors for which matching small RNA reads were recovered, the vast majority of reads conform to the sequences indicated in Table 1 [see also Additional File 1: Supplemental figure S3], consistent with the primary requirement for the annotation of plant miRNA sequences [30].

**Figure 1:**
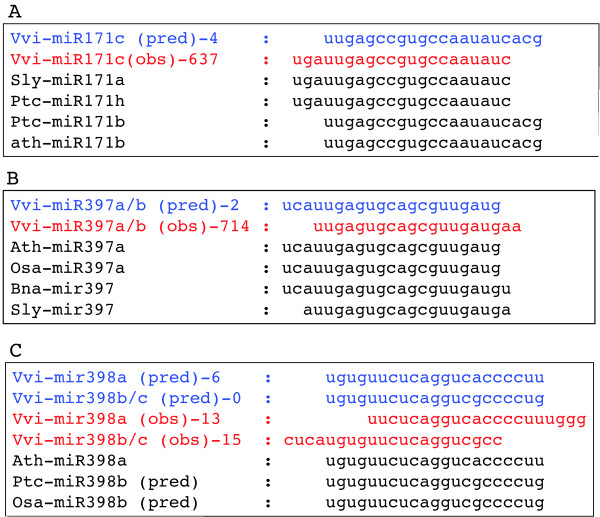
**Alignments of predicted and observed mature miRNA sequences for three miRNAs**. For each miRNA, the sequence predicted by comparative analyses and the number of corresponding small RNA reads are shown in blue, while the most frequent small RNA derived from the genomic locus (and the corresponding number of observed reads) are shown in red. Homologous miRNAs from other plant species are shown for reference. A: Vvi-miR171c, B: Vvi-miR397a/b, C: Vvi-miR398a/b and c.

We recovered a number of reads that include an additional 3' base that does not correspond to any genomic locus, this tendency has been observed in other species (e.g. [28]). Furthermore, a low but notable proportion of mapped small RNA sequences show mismatches to the genomic sequence while preferentially mapping only to putative miRNA precursor loci. This is probably due to errors in sequencing or during reverse transcription or amplification. Some families (notably miR168) show a greatly exaggerated tendency towards sequence errors with 13,477 short sequences showing a single substitution (G in the genomic sequence, A in the reads recovered) from the predicted sequence and not exhibiting satisfactory alternative map positions on the grapevine genome (not shown). This is possibly due to known increased error rate of the Illumina sequencing strategy in GC rich sequences [31] although the intriguing possibility of RNA editing cannot be excluded. The expected miR482 mature sequence was not observed but the miRNA* sequence was present, albeit at low frequency. During the course of these analyses it became clear that two precursors (miR172a and 172b) were likely to derive from the opposite strand from that initially predicted. Where appropriate, corrected mature sequences have been deposited in miRBase.

Due to identity or similarity among mature miRNAs belonging to the same family, deep sequencing of small RNAs does not allow consistent unambiguous assignment of mature miRNAs to their genomic loci of origin. Nevertheless our analysis provided indications of the presence and abundance of 47 distinct mature miRNAs from conserved families in leaves - corresponding to up to 97 distinct precursor loci (see Table 1 for summary and Additional File 1: Supplemental figure S3 for detailed maps of all small RNA reads mapping to predicted precursors). The error prone nature of the small RNA deep sequencing data likely gives rise to a certain number of false positive matches. In fact in cases where hundreds of thousands of reads represent a single family, sequence and reverse transcription errors lead to the coincidental generation of mature sequences that perfectly match other precursor sequences. For example, over 800,000 reads perfectly matched miR156b/c/d, while over 2000 reads matched miR156a (whose sequence differs from the miR156b/c/d mature sequence by a single base). The mean Illumina base call quality score for this position in the miR156a matches was 11.7 versus 30.6 for the same position in the miR156b/c/d matching tags (37.4 and 35.1 for the flanking positions in the miR156a matched sequences). A similar pattern was observed for several other mature/precursor clusters and we conclude that, particularly when mature sequences differ by only a single base, it is difficult to reliably differentiate between precursors of origin with current small RNA deep-sequencing data.

### Oligonucleotide arrays

A 12K CombiMatrix custom array was developed to validate our *in-silico *miRNA predictions and to profile miRNAs expression in different tissues.

Slides were hybridized with low molecular weight RNA (LMW-RNA), extracted from six grapevine *(V. vinifera *L. cv Corvina) tissues: ripening berries (three stages analyzed), roots, leaves and young inflorescences. 

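Arrays from 6 tissues carry the data, with 2 arrays per tissue, each hybridized with LMW-RNA from its own extraction. Berries were taken 5 weeks (green), 9 weeks (veraison) and 15 weeks (mature) after flowering, and inflorescences 3 weeks before it. Roots came from plants grown in vitro, whereas the other tissues were field-grown. The authors deposited, for each probe and array, the median fluorescence intensity of its replicate spots in scanner units, before normalization. There were 1947 perfect match probes for miRNA precursors, each with its own mismatch probe, and 14 negative and degradation controls. Of the 81 probes for mature miRNAs, 52 equal a mature sequence of Table 1, 25 were named by overlap with one or by Fig. 1, and 4 could be given a family only. Together they cover 28 families. The median intensity of the miRNA probes lay between 3.5 and 232 on the 12 arrays (median 58.8), and 1 to 3 probes per array were at the scanner's limit. The background level, set as in the methods, was 666 to 4353 (median 1421), so that signal over background limits what can be seen. A miRNA was called present in a tissue where both arrays were above background with a perfect match over mismatch ratio above 1.2. Intensities were then quantile-normalized over the miRNA probes and put on the log2 scale. Across the mature miRNAs, which are not independent of each other, the 2 arrays of a tissue had a Pearson correlation of 0.804 in leaves, 0.841 in green berries, 0.855 in inflorescences, 0.903 in mature berries, 0.936 at veraison and 0.969 in roots. Differences were tested with limma on all 12 arrays, over the miRNAs present in at least 1 tissue of a comparison, with the Benjamini-Hochberg adjustment. The tests, their settings, the lists of miRNAs and the alternatives were chosen before the data were examined, apart from those that are said to be chosen or added after it. P-values from array values measure the spread between 2 RNA extractions and their arrays. Those with closely related probes as replicates also take in the spread between probes of the same array. Permutation p-values rest on family labels shuffled over miRNAs. Where 1 array is left out, its tissue has no spread of its own, and presence there rests on the array kept. Whether the extractions came from different plants is not given in the sources used here.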

Each hybridization and LMW-RNA extraction was performed twice.

In addition to the mature miRNA sequences, the probe set included probes shifted 5 or 10 bases 3' or 5' with respect to the central base of the corresponding mature miRNAs as well as probes derived from regions of the stem not predicted to overlap with the mature miRNA sequence and controls containing maximally destabilizing substitutions with respect to probe sequences (Figure 2). 

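Mature miRNA signals were lost on probes moved by 10 bases along the precursor in either direction, or by 5 bases towards its 3' end. In 504 of 548 pairs of a shifted probe and a tissue in which its mature miRNA was present, the signal dropped by over 90%, which is 92.0% (exact 95% confidence interval 89.4% to 94.1%, 217 probes). For a shift of 10 bases towards the 5' end the share was 86.5% of 200 pairs, with a median drop of 98.0%. A shift of 5 bases towards the 3' end gave 94.3% of 174 pairs with a median drop of 97.8%, and one of 10 bases gave 96.0% of 174 pairs with a median drop of 99.1%. Probes in the same place as the mature probe lost a median of 10.4%, and 0 of 177 pairs dropped over 90% (upper bound 2.06%). Each drop was taken between the means of the 2 arrays before normalization. The intervals cover counting error alone, since probes of a family can share targets.

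**Figure D1:**
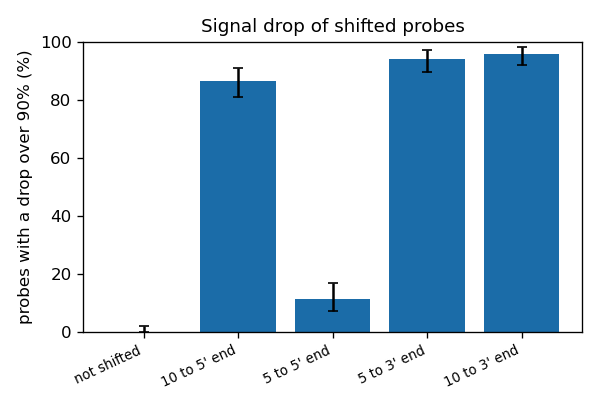
Share of pairs of a probe and a tissue with a signal drop over 90%, in percent, by the shift of the probe in bases; bars are shares and lines exact 95% confidence intervals. The shift of 5 bases towards the 5' end stands at 11.3%, below the other shifts.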

Except for probes shifted 5 nucleotides towards the 5' end of the miRNA precursor, for more than 90% of the probes a signal drop-off greater than 90% was observed - indicating no significant hybridization for these probes occurred. 

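Probes moved by 5 bases towards the 5' end of the precursor kept part of the mature signal. The median drop on them was 72.6% over 186 pairs of a probe and a tissue (78 probes). A drop over 90% was seen in 21 of these pairs (exact 95% confidence interval 7.13% to 16.7%). The interval lies wholly below those of the 3 other shifts. At a drop of 75% the share is 45.2%. Among the 7 pairs with a mature signal at least 10 times the background level, 0% dropped by over 90%, and the median drop was 76.1%.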

On the contrary, for probes shifted 5 nucleotide towards the 5' end of the miRNA precursor the lack of signal drop-off might be due to the fact that probes were synthesized with their 3' termini towards the slide, and that no "spacer" oligonucleotide was used (according to CombiMatrix protocols). As a consequence, steric effects might reduce the specificity determined by the 3'-most five bases of the probes.

**Figure 2:**
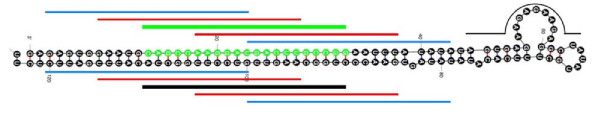
**Oligonucleotide design strategy for Combimatrix custom oligonucleotide array**. Probes were designed complementary to the predicted mature miRNA (green line) and miRNA* (thick black line) sequences. Additional probes were designed to the loop region (thin black line) as well as probes shifted 5 nucleotides (red lines) and 10 nucleotides (blue lines) with respect to the miRNA and miRNA* sequences.

Other than for 26 out of 140 pre-miRNAs (Table 1), no detectable signals were recorded for the probes designed on the precursor loop regions - likely due to size fractionation of RNA samples and the relatively short half-life of pre-miRNAs. 

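Loop regions, which are present in the pre-miRNA and absent from the mature miRNA, gave little signal. Of 139 loop probes, 3 were present in both arrays of at least 1 tissue: all 3 in mature berries, 2 each in green berries and at veraison, and 1 each in leaves, inflorescences and roots. At or below the background level were 98.3% of the pairs of a loop probe and an array, and the median intensity was 45. A signal on at least 1 array sufficed for the same number, 3 probes, as did dropping the mismatch ratio or raising the background to the mean plus 3 SD. Leaving the ubiquitin and Lambda Spike 8 controls out of the background gave 4, and doing so with a signal on 1 array taken as enough and without the ratio gave 39; both settings were chosen after seeing the data.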

We conclude that our miRNA expression data are principally derived from mature miRNAs molecules, without appreciable pre-miRNA contamination.

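The passenger strand, miRNA*, is degraded after the mature strand is loaded into AGO proteins, and its probes were also dim. Of 118 distinct miRNA* probes, 0 were present in both arrays of any tissue. Probes with the sequence of the mature miRNA itself, which match its complement, were present in 0 of 81 cases. Leaving the ubiquitin control out of the background level, a choice made after seeing the data, gave 7 miRNA* and 3 complement probes, and leaving out Lambda Spike 8 as well gave 16 and 4. From the rarity of loop signals, which it holds likely to come from size fractionation and the short life of pre-miRNAs, the paper concludes that the array signals derive mainly from mature miRNAs.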

Finally, it should be noted that recent studies have demonstrated appreciable levels of cross-hybridization between closely related miRNAs and probes differing by only one or two bases [32]. It is therefore difficult to exclude the possibility that cross-hybridization within miRNA families causes a distortion of quantitative estimates of expression levels of some individual mature miRNA sequences.

### Microarray analysis of miRNA expression

Of the mature miRNA sequences considered, 56 (corresponding to 23 different families), showed significant expression in at least one tissue tested (Table 1 and Additional File 1: Supplemental Figure S2), and another 6 showed a borderline signal. Specifically, 41 different miRNAs showed significant signal in roots, 47 in leaves, 49 in young inflorescences, 53 in green berries, 42 in berries at veraison (the point where growth ends and maturation begins) and 40 in mature berries.

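Of the 81 mature miRNAs, 29 from 16 families were present in at least 1 tissue. miR159c, of a family that targets GAMYB-like transcription factor mRNAs, was present in all 6 tissues. miR167b, which targets auxin response factor mRNAs, miR319e, of the TCP-targeting family, and both forms of miR166a, which targets class III HD-ZIP mRNAs, were present in roots and all 3 berry stages. miR397a, miR398a, miR398b and miR408, which target mRNAs of copper proteins, were present in roots and in no other tissue. miR171e, of a family that targets GRAS-domain transcription factor mRNAs, was present in inflorescences alone, and miR390, which triggers TAS3 processing, in leaves and inflorescences. Leaving out replicate 2 of inflorescences raised the count to 45, and a signal on 1 of the 2 arrays gave 54. A probe for ubiquitin was the brightest of the 14 controls on all 12 arrays, at 932 to 6938, and without it, a choice made after seeing the data, 55 miRNAs of 23 families were present.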

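Roots had the most mature miRNAs present, 19, followed by berries at veraison with 17, mature berries with 11, green berries with 10, inflorescences with 8 and leaves with 3. The 3 in leaves were miR159c, miR390 and miR395a, the last of which targets sulfate transporter and ATP sulfurylase mRNAs. In inflorescences miR156a, miR156f, miR160c, miR171h and miR319g were among the 8, and in mature berries miR156f, miR160c, miR319g and miR535a. Presence is required on every array kept, so leaving out 1 array can only keep or raise a count. Without the array with the higher background level of a pair, 29 were present in leaves without replicate 2, 41 in inflorescences without replicate 2, 39 in green berries without replicate 1, 28 in mature berries without replicate 2, 25 at veraison without replicate 2 and 21 in roots without replicate 2. In roots the count was higher still without replicate 1, the array with the lower background level. Without the ubiquitin control in the background, chosen after seeing the data, the counts were 34 in roots, 35 at veraison, 36 in mature berries, 22 in green berries, 40 in inflorescences and 19 in leaves.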

To evaluate the statistical significance of the differential expression of mature miRNAs in the six tissue considered, we set up two distinct comparisons: one among the three developmental stages of the ripening berries and the other one among leaves, roots and inflorescences. ANOVA analyses were performed with a P-value threshold of 0.05 and subsequently a Scheffè test was used to assess which of the three tissues showed significant differences. Thirteen different mature miRNAs showed a statistically significant change in signal between the ripening stages of the berry (Figure 3A-C), and 27 miRNAs showed significant changes in their expression when comparing three different tissues (leaves, roots and inflorescences)(Figure 3D-H). miR395a and miR171 h show a distinctive pattern of expression - being highly expressed at veraison with respect to the other two stages (4.4 and 2.3 fold changes of expression level respectively) (Figure 3A). 

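miR395a, a regulator of sulfate uptake and assimilation, had its highest signal at veraison: its mean log2 intensity was 12.33 ± 0.54 (SD, n = 2) in green berries, 14.56 ± 0.68 (SD, n = 2) at veraison and 11.48 ± 0.93 (SD, n = 2) in mature berries. miR171h, which targets GRAS-domain transcription factor mRNAs, had 10.08 ± 0.56, 10.74 ± 0.62 and 9.30 ± 0.48 (SD, n = 2) at the same stages. Among leaves, inflorescences and roots, 9 of 25 miRNAs tested changed at an adjusted p under 0.05: miR156f, miR171e, miR171h, miR319g, miR395a, miR397a, miR398a, miR398b and miR408. Among berry stages, 0 of 20 passed with limma. The smallest adjusted p among berry stages was 0.0539, for miR395a, and that of miR171h was 0.377. At an unadjusted p under 0.05 there were 3, miR395a, miR535a and miR169l, where 1 is expected by chance, and in the organs 10, where 1.25 are. The methods' one-way test at p under 0.05 called 3 of the 20 on array values (0 after adjustment) and 10 with closely related probes as replicates (3 after adjustment), and in the organs 7 (3 after adjustment) and 13 (11 after adjustment). For miR171h, veraison minus green berries was 0.67 on the log2 scale and turned to -0.61 with its related probes as replicates. Adjusted over the list alone, miR395a passed and miR171h did not, a pair the study chose on these arrays, so not independent evidence. miR395a passed with the 6 berry arrays alone, with array weights, with a replicate block, without replicate 1 of leaves (adjusted p = 0.00804), replicate 2 of leaves (adjusted p = 0.00654) or replicate 2 of roots (adjusted p = 0.0446), and with scaling on the positive controls, which also called both forms of miR166c. The organ count was 20 without replicate 2 of leaves, 20 without replicate 2 of inflorescences, 27 without a filter, 5 with scaling to the 75th percentile of all miRNA probes, 4 with the positive controls, and 24 without the ubiquitin control, the last chosen after seeing the data. The median of all 81 miRNAs differed between roots and leaves by -0.27, between roots and inflorescences by -0.46, between inflorescences and leaves by 0.43, between mature and green berries by 0.12 and between mature berries and veraison by 0.16 on the log2 scale, and over the scalings tried mature minus green ranged from -1.04 to 0.71.

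**Figure D2:**
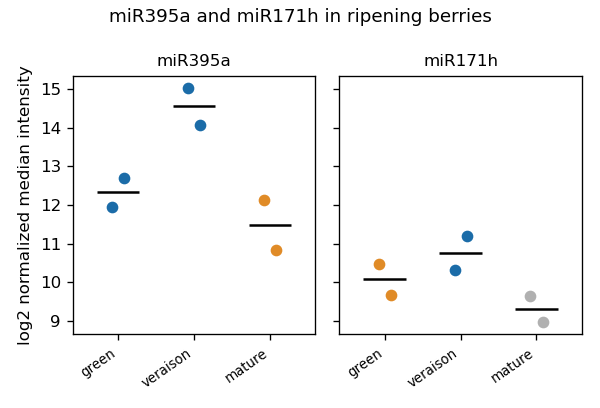
Log2 normalized median intensity of miR395a and miR171h by berry stage; each point is an array and each line the mean of 2 arrays. Points are blue where both arrays of the stage were above background, orange where 1 was and grey where none was. The veraison arrays of miR395a stand at 15.04 and 14.08.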

Seven miRNAs (miR156f, miR169a, miR169f, miR169r, miR169x, miR319b and miR535a) are more expressed in mature berries than in green berries (Figure 3B). 

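Members of 4 families had higher means in mature than in green berries. miR535a differed by 1.89 on the log2 scale (standard error 0.60). miR169x differed by 1.73, miR169a by 1.61, miR169f by 1.58 (standard error 0.74) and miR169r by 1.35; their family targets NF-YA transcription factor mRNAs. miR319b, of a family that targets TCP mRNAs, differed by 0.42, and miR156f, which targets SBP-box mRNAs, by 0.34; both turned negative with no normalization, with scaling to the 75th percentile of all miRNA probes and with scaling on the positive controls, and with the last miR169r turned to -0.15 and miR169f to -0.00, and miR535a, miR169a and miR169x came to 0.09, 0.12 and 0.22. miR156f, miR169f, miR319b and miR535a were tested, and 0 of these 4 passed limma's test over the berry stages (adjusted p = 0.847, 0.377, 0.722 and 0.217). Adjusted over the list alone the count was also 0, in a list that the study chose on these arrays. The difference of miR319b turned to -0.12 without replicate 1 of green berries, and that of miR156f to -0.03 with related probes as replicates. On a second probe in the same place, miR156f had mean log2 intensities of 9.73 in green and 9.55 in mature berries. Second probes of miR169r, miR319b and miR535a were higher in mature than in green berries. For miR169a, miR169r and miR169x, no berry stage had both arrays above background.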

Four miRNAs (miR171c, miR172c, miR396c, miR403a) are, on the contrary, more expressed in green berries, their expression decreasing during ripening (Figure 3C).

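Green berries had the highest means of 4 miRNAs. On the log2 scale, mature minus green was -2.98 for miR171c, -2.88 for miR396c, which targets growth-regulating factor mRNAs, -1.53 for miR403a, which targets AGO2 mRNA, and -1.41 for miR172c, which targets AP2-like mRNAs. Most of the difference lay between green berries and veraison, at -1.90, -1.75, -1.32 and -1.55, and between veraison and mature berries it was -1.08, -1.13, -0.21 and 0.14. Green berries had at least 1.73-fold the miR403a signal of veraison and at least 1.32-fold that of mature berries; for such bounds, the group with no array above background is set at the lowest normalized signal that was above background on each array, or at its own value where higher. Only miR403a was tested, and it did not pass (adjusted p = 0.484, and likewise adjusted over the list alone, which the study chose on these arrays). The other 3 were above background on 1 of the 2 green arrays and on no later one.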

**Figure 3:**
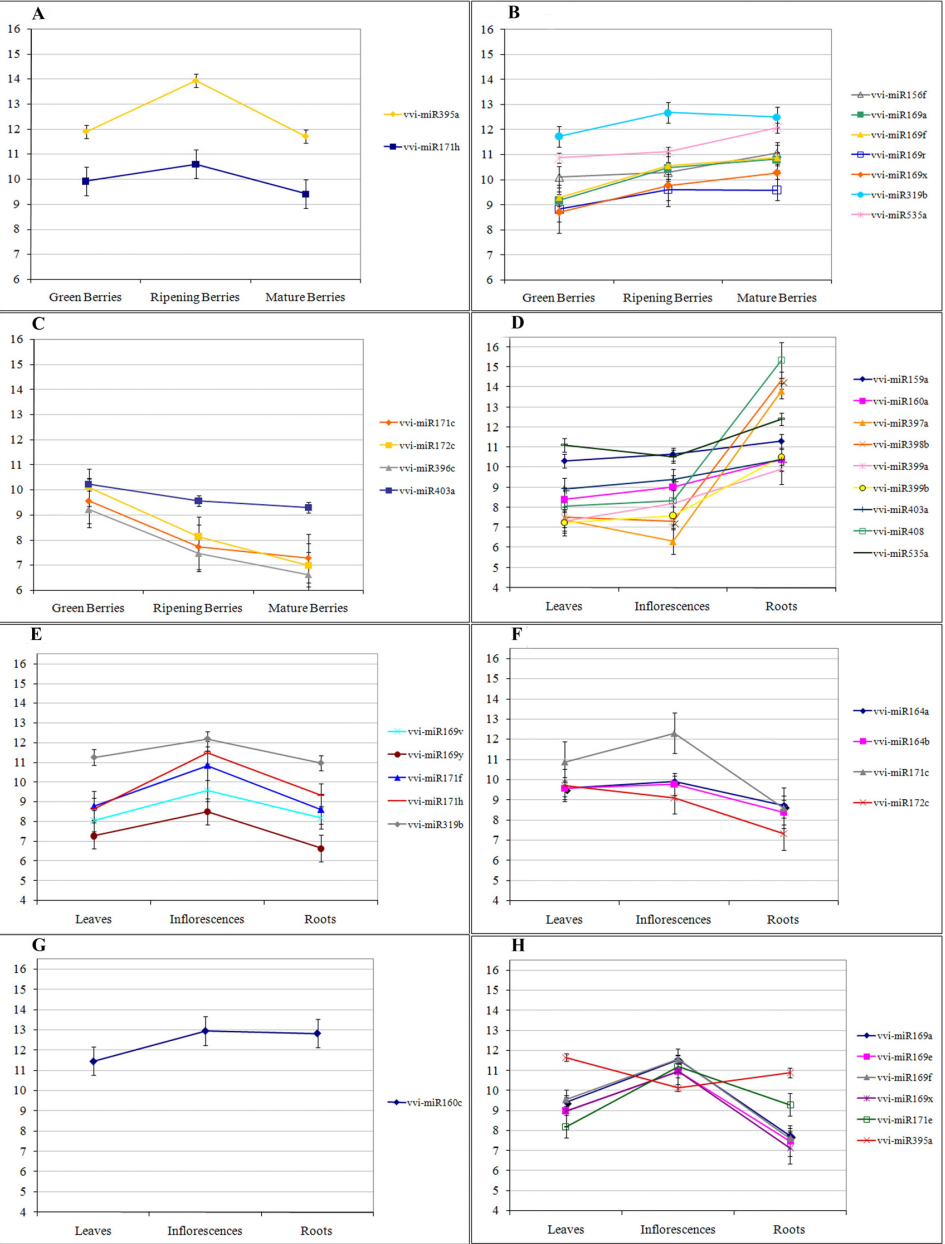
**Differential expression of mature miRNAs by tissue**. miRNAs showing significant changes in expression by tissue are reported. Panels A-C: miRNAs differentially expressed in one stage of berry ripening A: at veraison, B: in green berries, C: in mature berries. Panel D: miRNAs more highly expressed in roots, Panel E: miRNAs more highly expressed in inflorescences, Panel F: miRNAs less expressed in roots, Panel G: miRNAs less expressed in leaves, Panel H: miRNAs showing significant differences in all tissues tested. Error bars indicate confidence intervals. For all panels, the Y axis shows Log2 of the normalized median of spot intensities.

Clear patterns also emerge from analyses of differential expression between roots, leaves and young inflorescences. 

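Roots stood apart from leaves and from inflorescences through the miRNAs of copper proteins. miR397a, miR398a, miR398b and miR408 were higher in roots in both comparisons, and between inflorescences and leaves they differed by -0.53, -1.29, -0.03 and 0.84 on the log2 scale, with no call. Lower in roots than in leaves was 1 miRNA, miR395a, and lower in roots than in inflorescences were 4: miR156f, which targets SBP-box mRNAs, miR171e, miR171h and miR319g. None was lower in roots than in both. Of 25 miRNAs tested with limma, 4 were thus higher and 1 lower in roots than in leaves, 4 higher and 4 lower in roots than in inflorescences, and 4 higher and 0 lower in inflorescences than in leaves. These 17 differences became 9 with scaling to the 75th percentile of all miRNA probes, 41 without a filter, 39 without replicate 2 of leaves and 27 without replicate 2 of inflorescences. All 4 calls between roots and inflorescences other than those of the copper-protein miRNAs were lost with the 6 organ arrays alone (adjusted p from 0.0585 to 0.179), with scaling to the 75th percentile or on the positive controls, and without replicate 1 of roots, replicate 2 of roots or replicate 2 of inflorescences. So was that of miR319g with quantile normalization over all spots, in the authors' normalized table or without replicate 1 of inflorescences, and that of miR156f with the first 2 of these, with a replicate block (adjusted p = 0.0563), with no normalization or without either array of veraison. The call for miR395a was lost in 21 of 31 other settings, with 7 single arrays among them: both of leaves, both of veraison, replicate 1 of inflorescences, and replicate 2 of roots and of green berries (adjusted p over the 3 organs from 0.0554 to 0.199).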

Thirteen miRNAs are significantly differentially expressed in roots, showing a similar expression in the other tissues. In particular miR397a, miR398b and miR408 all show at least 100 fold higher expression in root than either leaf or early inflorescences, while miR159a, miR160a, miR399a, miR399b, miR403a and miR535 show more modest, but still significant, changes in the same comparisons (Figure 3D). 

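miR397a, which targets laccase mRNAs, differed between roots and leaves by 6.27 on the log2 scale (standard error 0.63, adjusted p = 5.85e-06). For miR398b, which targets superoxide dismutase mRNAs, the difference was 7.11 (standard error 0.91, adjusted p = 2.64e-05), and for miR408, which targets plantacyanin mRNA, 6.75 (standard error 0.86, adjusted p = 2.64e-05). The miR408 probe was at the scanner's limit on replicate 2 of roots, so that its value there is a lower bound. Against inflorescences, roots were higher by 6.80, 7.15 and 5.91. No leaf or inflorescence array was above background for any of the 3, so that the folds are bounds: at least 8.16-fold, 11.1-fold and 15.4-fold over leaves, and at least 8.56-fold, 11.6-fold and 16.1-fold over inflorescences. The other 6 had smaller differences between roots and leaves: 0.91 for miR159a (standard error 0.59), 0.98 for miR535a (standard error 0.58), 1.28 for miR403a (standard error 0.98), 2.01 for miR160a, 2.77 for miR399b and 2.80 for miR399a, the latter pair of a family that adjusts phosphate uptake. limma's test over the 3 organs gave adjusted p = 2.89e-06 for miR397a, 3.23e-05 for miR398b and 4.41e-05 for miR408. Of the 6 tested of these 9, 3 passed, and 4 when adjusted over the list alone (with miR535a), a list that the study chose on these arrays. miR160a, miR399a and miR399b had no more than 1 root array above background and were not tested; without a filter, the adjusted p was 0.146, 0.0221 and 0.0160. For miR403a this difference turned to -0.46 without replicate 2 of leaves and was 2.99 without replicate 1, each with 1 leaf array left.

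**Figure D3:**
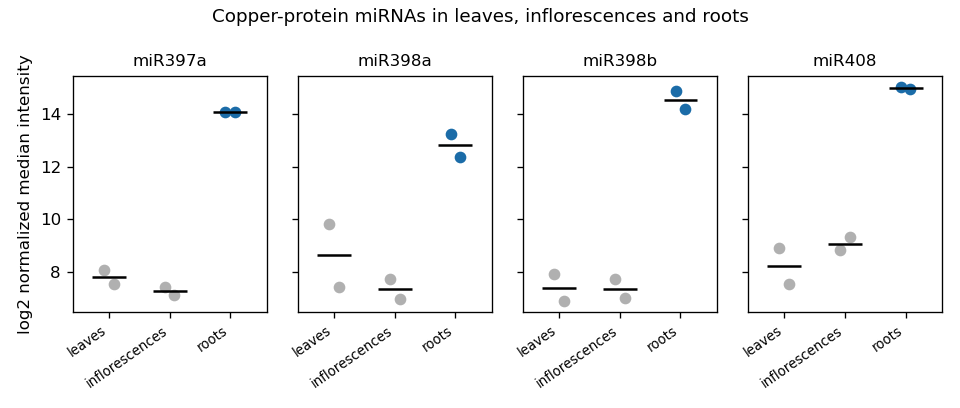
Log2 normalized median intensity of miR397a, miR398a, miR398b and miR408 by organ; each point is an array and each line the mean of 2 arrays. Points are blue where both arrays of the organ were above background and grey where none was. Root means lie between 12.81 and 14.99, and those of leaves and inflorescences between 7.28 and 9.08.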

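miR164a and miR164b, which target NAC-domain mRNAs, miR171c, which targets GRAS-domain mRNAs, and miR172c, which targets AP2-like mRNAs, had lower means in roots than in leaves, by -1.14, -1.21, -2.54 and -2.10 on the log2 scale, and than in inflorescences, by -1.34, -1.18, -4.05 and -2.24. The miR171c signal of inflorescences was at least 3.49-fold that of roots, and that of leaves at least 1.23-fold. miR171c and miR172c were above background on 1 leaf array, 1 inflorescence array and no root array. Neither miR164a nor miR164b was above background on any array of the 3 organs, so no fold is given. None of the 4 was present in an organ, and 0 were tested. Without a filter, limma's adjusted p over the 3 organs was 0.00540 for miR171c, 0.0929 for miR172c, 0.146 for miR164a and 0.207 for miR164b. Without replicate 2 of leaves, miR171c and miR172c were tested, and leaves minus roots was 3.85 and 3.46. This rests on 1 leaf array, the one on which both were brighter. There they had intensities of 3269 and 1330.5, against 550 and 158 on the array left out.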

On the contrary miR164a, miR164b, miR171c and miR172c show a significantly lower level of expression in roots (Figure 3F).

Five miRNAs (miR169v, miR169y, miR171f, miR171 h and miR319b) yield significantly higher signals in young inflorescences than both leaves and roots (between 2 and 7.2 fold higher levels in this tissue)(Figure 3E). 

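miR171h was higher in inflorescences than in leaves by 2.90 on the log2 scale (standard error 0.68, adjusted p = 0.00810), at least 1.93-fold. Over roots it was at least 2.87-fold higher, with roots minus inflorescences at -2.28 (adjusted p = 0.0206). The means of 4 others were also highest there: over leaves and over roots the differences were 2.02 and 1.77 for miR169v, 1.14 and 2.09 for miR169y, 2.09 and 2.48 for miR171f, and 1.91 and 1.41 for miR319b. Outside this group, 3 miRNAs were also higher in inflorescences than in leaves: miR171e; miR156f, of a family that delays the change from juvenile to adult phase, by 2.82 (standard error 0.58, adjusted p = 0.00432); and miR319g, which targets TCP mRNAs, by 2.07 (standard error 0.57, adjusted p = 0.0206). Of the 5, only miR171h was tested, and it changed over the 3 organs (adjusted p = 0.00854, also when adjusted over the list alone, which the study chose on these arrays). miR169v and miR169y were above background on no array of these organs, miR171f on 1 and miR319b on 1 per organ. miR171h lost its call over leaves without replicate 2 of inflorescences (adjusted p = 0.0655), its call over roots also without either root array, and, as miR156f did, both calls with scaling to the 75th percentile or on the positive controls (adjusted p over leaves from 0.153 to 0.232). With related probes as replicates, inflorescences minus leaves was 0.73 for miR156f and did not pass. On second probes in the same place, mean log2 intensities in leaves, inflorescences and roots were 8.15, 11.41 and 9.08 for miR171h. They were 8.01, 10.17 and 9.69 for miR156f, and 11.86, 12.55 and 11.28 for miR319g. miR319g lost its call over leaves in 16 of 31 other settings, among them without replicate 2 of leaves, either array of inflorescences, replicate 1 of roots or either array of veraison. Without replicate 2 of inflorescences, miR171f and miR319b were tested. Inflorescences minus leaves was then 2.56 and 2.53, with 1 inflorescence array left.

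**Figure D4:**
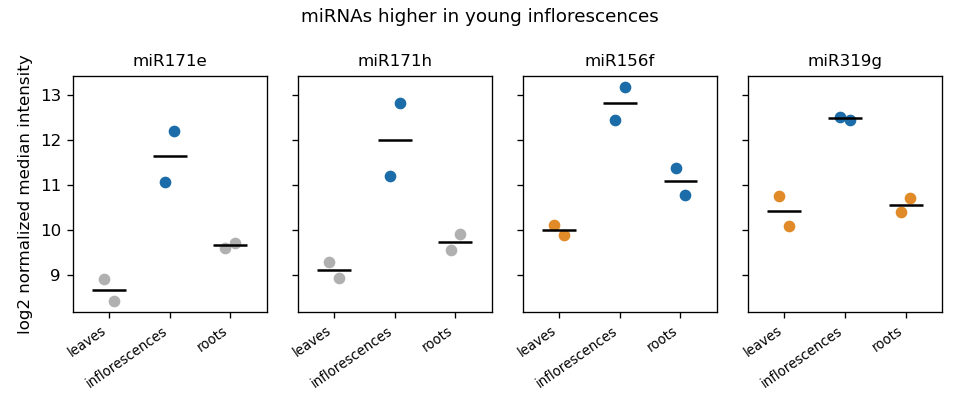
Log2 normalized median intensity of miR171e, miR171h, miR156f and miR319g by organ; each point is an array and each line the mean of 2 arrays. Points are blue where both arrays of the organ were above background, orange where 1 was and grey where none was. Inflorescence means lie between 11.63 and 12.81.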

Only one miRNA, miR160c, shows a leaf-specific expression profile (2.5 fold lower level in leaves with respect to other tissues) (Figure 3G). 

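miR160c, which targets auxin response factor mRNAs, had a mean log2 intensity of 11.71 ± 0.46 (SD, n = 2) in leaves, 12.70 ± 1.25 (SD, n = 2) in roots and 13.40 ± 1.25 (SD, n = 2) in inflorescences. It was above background on 1 leaf array and on both arrays of the other organs. The signal was 3.23-fold higher in inflorescences than in leaves (log2 1.69, standard error 0.77) and 1.98-fold higher in roots (log2 0.98). Neither difference passed limma's test (adjusted p = 0.185 and 0.403), nor did the 3 organs together (adjusted p = 0.239). Among the other auxin-related miRNAs, miR167a, miR167b and miR167c had lower means in inflorescences than in leaves, by -1.73, -1.37 and -1.74. Of the 5 auxin-related miRNAs tested, 0 changed, also when adjusted over the list alone, and 3 organ differences tested with fry gave adjusted p = 0.274, 0.907 and 0.274. Without replicate 1 of inflorescences, fry passed for inflorescences minus leaves (adjusted p = 0.0345), and without replicate 2 of leaves miR167a and miR167c passed over the 3 organs.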

Finally, six miRNAs (miR169a, miR169e, miR169f, miR169x, miR171e and miR395a) exhibit significant differences in expression levels in all comparisons between leaf, root and inflorescences (Figure 3H). Five of these miRNAs (169a, 169e, 169f, 169x and 171e) show the highest expression in young inflorescences and the lowest in roots.

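miR171e was higher in inflorescences than in leaves by 2.97 on the log2 scale (standard error 0.60, adjusted p = 0.00432), at least 1.49-fold, and at least 2.22-fold higher than in roots, with roots minus inflorescences at -1.97 (adjusted p = 0.0206). Roots and leaves differed by 1.00 (adjusted p = 0.298). miR395a was lower in roots than in leaves by -2.46 (standard error 0.73, adjusted p = 0.0248), and leaves had at least 2.87-fold the root signal. Roots minus inflorescences was -0.96 (adjusted p = 0.351) and inflorescences minus leaves -1.51 (adjusted p = 0.185) for this miRNA. Both changed over the 3 organs (adjusted p = 0.00437 for miR171e and 0.0440 for miR395a, both also when adjusted over the list alone, which the study chose on these arrays). For miR169a, miR169e, miR169f and miR169x, no organ had both arrays above background, and they were not tested. miR171e lost its call over roots without replicate 2 of inflorescences (adjusted p = 0.149), without replicate 1 of roots (adjusted p = 0.126) and without replicate 2 of roots (adjusted p = 0.0725), and over leaves as well as roots with scaling to the 75th percentile or on the positive controls. The call of miR395a was lost with these scalings too, and without any 1 of both arrays of leaves, both of veraison, replicate 1 of inflorescences, replicate 2 of roots and replicate 2 of green berries.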

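In the miR169 family, which targets NF-YA transcription factor mRNAs, all 15 members on the array had their highest mean in inflorescences (14 with scaling to the 75th percentile of all miRNA probes) and 13 their lowest in roots, while miR169d and miR169v had it in leaves. Second probes in the same place, at hand for only some members, were highest in leaves for miR169b (7.79, against 7.75 in inflorescences) and miR169i (9.11, against 9.01). The rest of these were highest in inflorescences, and those of miR169d and miR169v were lowest in roots. Roots minus inflorescences was -4.20 on the log2 scale for miR169a, -3.65 for miR169e, -4.44 for miR169f and -4.20 for miR169x. The bounds on these differences are at least 2.22-fold, 1.40-fold, 2.87-fold and 1.35-fold, since no root array was above background. Over the family the median was -3.51 (from -4.53 to -0.11) for roots minus inflorescences, -1.41 for roots minus leaves and 1.99 for inflorescences minus leaves. For miR171e the means were 8.66 ± 0.35 (SD, n = 2) in leaves, 9.66 ± 0.08 (SD, n = 2) in roots and 11.63 ± 0.80 (SD, n = 2) in inflorescences. None of the miR169 family was present in an organ, so 0 of 15 were tested. Without a filter, 10 of the 15 were lower in roots than in inflorescences, 1 lower in roots than in leaves and 2 higher in inflorescences than in leaves. Without replicate 2 of inflorescences, miR169a, miR169e, miR169f and miR169x were tested, with 1 inflorescence array left. Inflorescences minus roots was then 4.71, 3.99, 4.62 and 4.39. Without replicate 2 of leaves miR169f was tested, through the 1 leaf array left, and this difference was 4.42.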

Following the widespread assumption that many miRNA/target interactions are conserved between related species [1,2], our data regarding differential expression of mature miRNA sequences raise some intriguing possibilities particularly with respect to the potential importance of miRNA in the regulation of fruit maturation.

Li et al. [33] recently showed that the transcription factor NFYA5 is targeted by miR169 and that overexpression of miR169 leads to excessive water loss through leaves and hypersensitivity to drought stress in *A. thaliana*. In this light, the preponderance of miR169 family members in the group of miRNAs upregulated in mature berries is striking and might reflect a mechanism to protect maturing fruit from dehydration. 

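Most miR169 means were higher in mature than in green berries, with no member past the test: over the 15 family members, mature minus green berries had a median of 1.52 on the log2 scale (from -0.02 to 2.13), which turned to -0.03 with scaling on the positive controls. Between green berries and veraison the median was 1.05. The largest differences between mature and green berries were 2.13 for miR169o, 2.05 for miR169b, 1.97 for miR169l (standard error 0.74) and 1.91 for miR169m. With limma, 0 of the 2 members tested, miR169f and miR169l, passed, and also 0 when adjusted over the list alone; miR169l had an adjusted p of 0.308 and an unadjusted p of 0.0463. Without a filter 0 of 15 passed. From the share of this family among the miRNAs it calls higher in mature berries, and from the role of its target NF-YA in drought response, the paper proposes a mechanism that protects maturing fruit from dehydration.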

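miR535a, which resembles miR156 in sequence, had a mean log2 intensity of 10.14 ± 0.33 (SD, n = 2) in green berries, 10.82 ± 0.05 (SD, n = 2) at veraison and 12.02 ± 0.11 (SD, n = 2) in mature berries. The mature signal was 3.69-fold the green one and 2.30-fold that of veraison, and both arrays of each later stage lay above both of the stage before. The miRNA was above background on 1 green array and on both arrays of the later stages. Its unadjusted p was 0.0217 with limma. Of the 2 miRNAs of the miR156 and miR535 list tested in berries, 0 changed, and 1, miR535a, when adjusted over the list alone, as higher in mature than in green berries. With the methods' one-way test on array values it passed at p under 0.05 and not after adjustment (adjusted p = 0.121). No other probe is closely related to it, so that its unadjusted p is the same with related probes as replicates, but after adjustment it passed there (adjusted p = 0.0403). The difference between mature and green berries was near 0 with scaling on the positive controls (adjusted p = 0.976).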

We also note that miR535 family, identified so far only in *O. sativa *and *P. patens *[34] is upregulated during berry maturation. This is a first indication of a possible function of miR535 for which no information was previously available. miR396c shows 6 fold decrease in expression during ripening. 

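miR396c had a mean log2 intensity of 9.54 ± 1.04 (SD, n = 2) in green berries, 7.79 ± 0.44 (SD, n = 2) at veraison and 6.66 ± 0.33 (SD, n = 2) in mature berries. For miR396b, mature minus green berries was -3.83 (standard error 1.14 without a filter). For another probe of the family, which could not be given to one member, this difference was -0.31. The family targets mRNAs of growth-regulating factors, which promote cell proliferation and expansion. Each of miR396b and miR396c was above background on 1 green array and on no later one, so 0 of 3 family members were tested and no fold is given. Without a filter, limma gave miR396c an adjusted p of 0.458 over the stages and of 0.225 for mature against green berries.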

The mir396 family targets seven *Growth Regulating Factor *(*GRF*) genes in Arabidopsis [13]. *GRF *genes encode putative transcription factors associated with cell expansion in leaf and other tissues in *A. thaliana *and *O. sativa *[35,36]. A potential role for miR396 in the regulation of cell expansion during fruit maturation is an intriguing hypothesis. In addition, recent data also link miR396 to responses to abiotic stresses including drought [37], again suggesting the importance of water homeostasis during berry ripening. miR172, downregulated during berry maturation, targets *Apetala 2 *(AP2) -like transcription factors, regulators of flowering time, organ identity and of vegetative phase change [38]. 

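miR172c had a mean log2 intensity of 10.29 ± 0.88 (SD, n = 2) in green berries, 8.73 ± 0.22 (SD, n = 2) at veraison and 8.87 ± 0.98 (SD, n = 2) in mature berries. miR172d had 9.89 ± 0.96, 8.59 ± 0.04 and 8.72 ± 0.74 (SD, n = 2), a difference between mature and green berries of -1.17. Over the 4 probes of the family this difference had a median of -1.12 (from -1.41 to 0.64), which turned to 0.08 with scaling to the 75th percentile of the probes present on all arrays. miR172c and miR172d were above background on 1 green array and on no later array. No member was present in a berry stage, so 0 were tested; without a filter, limma's adjusted p for miR172c was 0.559 over the stages.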

In grapevine, genes related to AP2 are upregulated at veraison, being involved in berry maturation [39] and putatively connected with abiotic and biotic stress resistance. This evidence fits well with our findings. 

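miR395a showed the largest difference between berry stages among the miRNAs that limma tested. Its signal at veraison was 4.69-fold that of green berries (log2 2.23, standard error 0.73) and 8.45-fold that of mature berries, and both veraison arrays lay above the 4 arrays of the other stages. It was above background on both green and both veraison arrays and on 1 mature array. Of the 9 miRNAs of the sulfate and phosphate list, which holds miR395 and miR399, 1 was tested and 0 changed among berry stages; adjusted over the list alone, miR395a changed, higher at veraison than in green berries and lower in mature berries than at veraison. Without replicate 1 or replicate 2 of leaves, or replicate 2 of roots, it also passed over all miRNAs tested. miR399f, which acts in phosphate homeostasis, had the next largest difference of the list, 1.69 between mature and green berries, with no berry array above background.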

The sharp up-regulation of miR395 at veraison suggests a further role for miRNAs in an agronomically important aspect of grape maturation. miR395 is known to contribute to the regulation of sulfur metabolism, targeting both sulfate transporters and ATP sulphurylase genes. A direct connection between ATP sulfurylases and berry maturation has not been demonstrated, but it is known that a Glutathione S-transferase is strongly connected with berry ripening and in particular with coloration during berry development [39].

miR397a, miR398b and miR408 which are extremely highly expressed in root tissues target various copper proteins: plantacyanin, laccases and a superoxide dismutase, all putatively involved in stress responses and lignification [13,15,40,41]. These miRNAs have also been shown to be coexpressed in Arabidopsis under conditions of copper deprivation [42]. Moreover some *laccase *genes in Arabidopsis are root specific (for example *AtLAC15*) or mostly expressed in roots [43] and are involved in root elongation and lignification [44]. 

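The 4 miRNAs of copper proteins on the array, a list fixed beforehand, all rose in roots: 4 of 4 were higher than in leaves and 4 of 4 higher than in inflorescences, also when adjusted over the list alone. Their median difference was 6.51 on the log2 scale over leaves and 6.36 over inflorescences (fry, adjusted p = 0.00116 for both). The paper names 3 of the 4 as high in roots from these same arrays, and all 4 entered the tests through roots alone. Neither the counts nor the fry test are thus independent evidence. Inflorescences and leaves differed by a median of -0.28 (adjusted p = 0.895), which turned positive without normalization. miR398a, not named with the other 3, was higher in roots than in leaves by 4.17 (standard error 0.85, adjusted p = 0.00186, at least 3.38-fold) and than in inflorescences by 5.46 (at least 3.54-fold). The sequences that the probes match were TCATTGAGTGCAGCGTTGATG for miR397a, TGTGTTCTCAGGTCGCCCCTG for miR398b, ATGCACTGCCTCTTCCCTGGC for miR408 and TGTGTTCTCAGGTCACCCCTT for miR398a. Those of miR397a, miR398a and miR398b are the predicted sequences of Fig. 1. For the miR397 and miR398 families, the paper reports that the most frequent leaf reads were shifted against the prediction. In berries none of the 4 was present. All root arrays are from plants grown in vitro. Without replicate 2 of inflorescences, veraison and mature berries, left out together after seeing the data, the fry test of the list did not pass after adjustment (adjusted p = 0.135, unadjusted p = 0.00674 over leaves and 0.0113 over inflorescences), while each of the 4 still passed limma's test over the 3 organs. From the known targets of these miRNAs, from laccases that act in roots and lignification of Arabidopsis, and from grapevine roots being more lignified, the paper proposes as plausible that regulation of laccase expression is vital in grapevine.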

Given that grapevine roots are much more lignified than those of Arabidopsis, it is plausible that regulation of laccase expression is vital in the grapevine. It is interesting to note that the laccase family is, along with other polyphenol oxidase gene families, massively expanded in grapevine with respect to Arabidopsis (>60 genes in *V. vinifera*, 17 in Arabidopsis).

The complementary approaches utilized in the current work allowed us to uncover relevant shortcomings of both oligoarray and small RNA deep sequencing in the characterization of miRNA expression patterns. In particular, oligonucleotide arrays, for the most part, do not yield sufficient specificity to discriminate between family members. 

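In the median over pairs, members of a family differed less from each other across tissues than members of different families. The miR169 family, with 15 members on the array and none present in an organ, gives the most pairs within a family. Forms of 1 miRNA also count as members. Whether the result holds without these was not tested. For roots minus leaves, the absolute difference in log2 change had a median of 1.00 over 201 pairs of miRNAs of the same family and of 1.49 over 3039 pairs of different families (permutation test of family labels, one-sided, p = 0.00580, adjusted p = 0.00870). For roots minus inflorescences the medians were 1.43 and 1.97 (permutation test, p = 0.0122, adjusted p = 0.0122), and for mature minus green berries 0.66 and 1.07 (permutation test, p = 0.00120, adjusted p = 0.00360). Of the 81 miRNAs, 64 lie within 2 bases of another one, and over the 90 pairs that do the median was 0.49 for roots minus leaves. The 3 tests permuted family labels 10000 times; miRNAs are not independent replicates, and the comparison was added after seeing the data.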

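Mismatch probes, whose 2 substitutions were chosen to destabilize pairing as far as possible, lost most of the mature signal. Of 289 pairs of a mature probe and an array above background, 260 (90.0%) had a ratio over the mismatch probe above 1.2. The signal on the mismatch probe was lower by a median of 93.0%, and in 63.0% of the pairs by over 90%. Whether the remaining signal lay above background was not tested. Related miRNAs can differ at places that weaken pairing less, such as the first or last base. The drop is thus no measure of how well probes tell family members apart. The families miR169, with 15 members on the array, and miR171, with 8, hold many of the miRNAs named from these arrays.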

Our custom array, in which sequences of various length outside the predicted mature miRNA were included, clearly indicates that cross-hybridization is likely to present a confounding factor. For small RNA sequencing by Illumina technology, sequence features and/or post-transcriptional modification may be important features causing unforeseen biases determining an underestimate of abundance of specific miRNA families. This is suggested by the fact that some families, such as miR162, miR535, mirR403, miR482 generated few or no leaf small

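In leaves, miR535a had intensities of 1172 and 1969 on the 2 arrays and miR403a, which targets AGO2 mRNA, of 1758 and 145, against background levels of 912 and 3586. Each was thus above background on 1 leaf array. miR162, which targets DCL1 mRNA, had 396 and 154, and miR482 had 10 and 47.5, both below the background level on each leaf array. Without the ubiquitin and Lambda Spike 8 controls, a choice made after seeing the data, the leaf background levels were 205 and 144.7. miR162 was above these on both arrays, as was miR403a (145 on replicate 2), and miR482 was on neither. Elsewhere, miR403a was present in roots and green berries, with 2173 and 2070 in roots, and miR535a in roots, berries at veraison and mature berries, with 4333 and 3577 in roots. With all 14 controls in the background, miR162 and miR482 were present in 0 tissues. Among the 4 families, a list taken from the study, 2 miRNAs were tested in the organs and 0 changed (1, miR535a, when adjusted over the list alone); without replicate 1 of leaves, miR403a did.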

RNA sequence reads, even if they can be clearly detected by northern blotting (miR162, miR482, not shown) or oligonucleotide arrays (miR162, mir403, miR535) in the same tissues. Our data suggest that this anomaly is not caused by the presence of unprocessed precursors in the samples used for oligonucleotide array analyses, although we cannot exclude the possibility of environmentally influenced or clone-specific expression patterns of these microRNAs influencing our results. However, it is interesting to note that some of these sequences (e.g. miR535 which contains several repeats of the motif 'GAG') have characteristics known to be associated with high levels of sequencing errors with Illumina technology [31].

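Leaf arrays gave little signal on the loop regions of precursors. Of 139 loop probes, 3 were above background on at least 1 leaf array and 1 was present on both. The median intensity of loop probes was 1.5 on leaf replicate 1 and 2.25 on leaf replicate 2. Which loop probe belongs to the precursors of miR162, miR403, miR482 and miR535 is not given in the sources used here.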

### Whole transcriptome sequencing and differential expression of precursors

The majority of plant miRNA genes are transcribed by RNA polymerase II and result in the production of polyadenylated primary transcripts [7]. A strict correlation between expression levels of individual precursors and levels of mature miRNAs should not be expected. Mature miRNAs are likely to be, in general, more stable than their corresponding primary transcripts and may derive from more than one genomic locus. Furthermore, recent data in plants [45] and animals [46] suggest that a variety of mechanisms, including alternative splicing and the specific binding of protein factors, can regulate the efficiency with which pri- or pre-miRNAs are processed. High levels of primary transcript can thus be associated with low levels of mature miRNAs and vice-versa. These considerations notwithstanding, it is reasonable to presume that sequences derived from highly expressed pri-miRNA transcripts should be represented in whole transcriptome "deep sequencing" experiments.

To investigate this hypothesis, we have analyzed whole polyA^+ ^transcriptome data generated with the Illumina Solexa technology [47] and Roche 454 next generation sequencing platforms.

A total of 135,047,735 Illumina sequences (33-35 bases in length) derived from polyA^+ ^RNA isolated from 4 tissues (*in vitro *cultivated juvenile leaf (29,829,113 sequences), *in vitro *cultivated juvenile stem (30,785,175 sequences), *in vitro *cultivated juvenile root (29,254,635 sequences) and embryonic callus (45,178,812 sequences) were mapped to the grapevine genome and coordinates compared to those for predicted pre-miRNAs.

The statistical significance of the number of reads mapping within a predicted pre-miRNA was evaluated (see Materials and Methods) and 52 predicted precursors show significant expression in at least one tissue (25 in leaf, 38 in stem, 17 in root, 33 in callus)(Table 1). Many predicted precursors show a wide expression (miR156d, miR159c, miR166a and c, miR168, miR171a, miR398a, miR398b and c, miR408, miR482). In some families, when expressed, precursors show overlapping patterns. For example, miR319c, miR319e and miR319f are all expressed in stem, while miR319c and miR319 g are expressed in callus, no expression of miR319 was detected in leaf or root. A similar situation is observed for the miR396 family. In other cases, different precursors seem to be predominantly expressed in different tissues. For example miR171e transcripts are detected only in callus, miR171f is only transcribed in stem while miR171 g is observed in callus and root - a similar situation can be observed for several families including miR166, miR167 and miR169). These data suggest that tissue specific expression of different precursors within single families is widespread in the grapevine.

454 sequencing generated 613,098 and 581,655 reads respectively from leaf and berry polyA^+ ^RNA. The expression of 15 unique predicted precursor sequences received ulterior support from these data (Table 1). With the exception of miR160b and the miR535 family the expression of all precursors detected by 454 sequencing in leaf was also strongly supported by Illumina data. Interestingly, given the lack of detectable expression of the mature sequence in leaf or berry, miR482 precursors were detected at high levels both by Illumina and 454 sequencing, suggesting post-transcriptional regulation of processing of this transcript.

### Estimation of primary microRNA transcripts and splice sites

For a number of predicted microRNAs the density of coverage of the corresponding genomic loci was sufficient to attempt to estimate primary transcript coordinates as well as patterns of splicing and alternative splicing.

We constructed Position Specific Scoring Matrices (PSSMs) of experimentally validated grapevine canonical splice donor and acceptor contexts (French-Italian Consortium for Characterization of the Grapevine Genome, unpublished data) and used these matrices to evaluate all possible canonical splice donors and acceptors from 3 kb upstream to 3 kb downstream of predicted microRNA precursors showing extensive coverage by Illumina RNA-Seq reads. The positions and flanking exonic sequences of all possible splice donor/acceptor pairs were used to combinatorially generate possible splice junctions. RNA-Seq reads which did not map perfectly to the genome sequence were compared to these computationally generated splice junctions and pairs providing perfect matches (with at least 8 bases on either side of the splice junction) were recorded along with the tissue distribution of reads supporting each splice event. Additionally, for each supported splice event, we recorded the ratio of base coverage by RNA-Seq of the flanking 40 putatively exonic bases and the coverage of flanking 40 putatively intronic bases (not including reads previously identified as covering the putative splice junction). Three fold greater coverage of exonic regions was considered as additional support for the presence of a functional splice junction. Introns inferred from mapping of 454 transcriptome reads were also recorded.

Visual examination of RNA-Seq coverage of regions upstream and downstream of miRNA precursor loci was used to provide initial estimates of transcript start and end positions. This step was complicated by the known propensity of RNA-Seq to provide uneven coverage of transcript termini - presumably due to the dynamics the nebulization step in sample preparation and to issues associated with differential recovery of fragments during sample preparation. Accordingly, we subjected the 6 kb interval centered on predicted precursors to promoter prediction analysis by TSSP-TCM [48] in order to attempt to provide support for manually identified transcription start sites. Estimated transcript coordinates, putative intron coordinates quality scores for each donor/acceptor, frequencies of splice junction-covering reads, and TSS proposed by TSSP-TCM are reported in Additional File 1: Supplemental Table S4.

Figure 4 shows the transcriptional landscape for the genomic region from 3 Kbp upstream to 3 Kbp downstream of three exemplar predicted miRNA precursors, including introns inferred from 454 and Illumina sequence data, the concordance of splicing events identified by 454 and Illumina reads is notable and consistent with the reliability of the Illumina data to infer splicing events. Detailed genomic alignments of all reads supporting splices indicated in Figure 4 are available in Additional File 1: Supplemental Figure S5. We note that relative numbers of tags representing different regions of putative primary miRNA transcripts vary but tend to be consistent between different tissues. The GC content of 100 base windows centered on each genomic position are also shown and illustrate, within the proposed primary transcripts, an apparent correspondence between depth of coverage and GC content [31].

**Figure 4:**
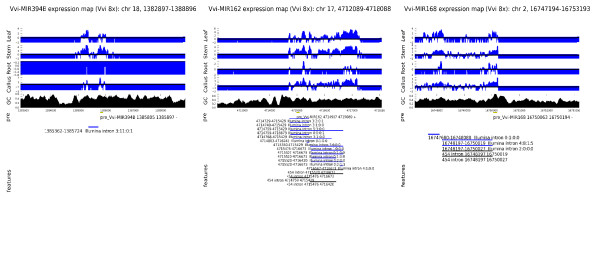
**Transcription and splicing of pri-miRNAs in *Vitis vinifera***. A summary of transcription of genomic loci containing predicted pre-miRNAs is provided. Illumina whole transcriptome reads per base are reported for four tissues as log(number of reads/expected number of reads under random distribution of reads). Local GC content, position and strand of predicted pre-miRNA as also shown along with coordinates of: canonical introns inferred from non-contiguous mapping of Illumina reads (blue bars), 454 reads (black bars) and assembled 454 sequence contigs (green bars). Predicted genes where present are represented by red bars. Panel A refers to miR394B, panel B to miR162 and panel C to miR168.

Figure 4A shows the transcriptional context of miR394b and the presence of a canonical intron supported by 14 Illumina reads (7 distinct sequences). This intron was also easily detectable through RACE experiments (see Additional File 1: Supplemental Table S4). We note that the position of the intron corresponds well to a region of low, or undetectable levels of Illumina transcriptome coverage, and that tissue specific differences in Illumina reads mapping to this region are quite apparent. These data suggest that our approach is capable of identifying introns in pri-miRNA transcripts and differences in steady state levels of pri-miRNA transcripts between tissues. Additionally, 3' RACE experiments indicated a transcript 3' end within 20 bp of the position predicted from RNA-Seq read coverage (see Additional File 1: Supplemental Table S4).

The miR162 precursor (Figure 4B) is of particular interest in that it covers a region including several potential canonical introns that are supported by multiple Illumina and 454 reads. All tissues indicate that the transcriptional start site falls between positions 4,714,680 - 4,714,687 on chromosome 17. The postulated canonical introns imply alternative splicing of the nascent primary transcript from this locus, as does the coverage of the region by 454 contigs (whose map positions are also consistent with the Illumina data with respect to the overall coordinates of the nascent primary transcript). Several of these introns, and the alternative splicing of this transcript were also supported by preliminary RACE experiments (see Additional File 1: Supplemental Table S4). Indeed, while the boundaries of proposed introns correspond to "shoulders" of falling transcript coverage, significant levels of reads mapping within the introns are observed. Interestingly, Hirsch et al. [45] recently demonstrated that the primary miR162a transcript of Arabidopsis is subjected to complex pattern of alternative splicing, similar to that proposed for the grapevine miR162 transcript. In Arabidopsis, only unspliced isoforms are capable of yielding mature miRNAs. Our findings therefore suggest conservation of alternative splicing as a key regulatory mechanism in miR162 expression and indicate that Illumina and 454 transcript data can also be used to identify alternatively spliced plant pri-miRNAs.

Figure 4C shows evidence for expression of the miR168 locus. Analogously to miR162, our data suggest alternative splicing of the pri-mRNA, while the distribution of 454 contigs is highly consistent with the Illumina data. Vaucheret et al. [49] showed that AGO1, the target of miR168 is involved in the regulation of miR168 stability. Our data may hint at yet another mechanism of regulation of this intriguing miRNA.

Of 25 precursor loci chosen on the basis of extensive RNA-Seq coverage (see Additional File 1: Supplemental Table S4), 18 showed evidence of transcript splicing and 8 of alternative splicing, suggesting that post-transcriptional modification of miRNA transcripts is likely to be widespread. It is possible that some splicing events frequently identified by deep sequencing approaches could be associated with regulation of downstream processing of transcripts as has been shown for the miR162 transcript of Arabidopsis [45]. For miR162 and miR168, this hypothesis might be consistent with the low levels of mature microRNA observed by deep-sequencing, in contrast to the apparently high spliced transcript levels. For several pre/pri-miRNA loci (notably miR162 and miR168) we infer several closely related canonical introns (shared splice donors with splice acceptor sites shifted by a few tens of bases or vice-versa). We speculate that this phenomenon might be due, in part, to the incapacity of the Nonsense Mediated Decay pathway (which is dependent on ribosomal scanning of mRNAs [50] to monitor "erroneous" splicing of non-coding transcripts.

The estimation of primary transcript coordinates, and in particular transcription start sites is a critical step towards the elucidation of specific mechanisms regulating the expression of miRNAs at the transcriptional level. Our Illumina transcript reads are non-directional - it is not possible to establish from which strand of the genome a transcript is derived. However, we show elsewhere that both concomitant transcription of both genomic strands at single loci and transcription of intergenic regions are rare in grapevine (French-Italian Consortium for Characterization of the Grapevine Genome, unpublished data). Thus, evidence of transcription of intergenic pre-miRNAs can reasonably be considered as validation of transcription of the precursor.

The finding that relative depth of coverage of different regions of primary transcripts is consistent between tissues suggest the presence of systematic biases in either the procedure used to fragment the cDNA, in amplification of fragments for sequencing, or in sequencing efficiency. Dohm et al. [31] observed a strong relationship between local GC content and depth of coverage with Illumina genome resequencing. Indeed, we observe a relationship between local GC content and depth of coverage - even within regions that show contiguous coverage and are unlikely to represent introns (correlation between log coverage for positions represented by at least one sequence and GC content of 100 base window centered on that position for all bases within 3 kb of a predicted precursor is >0.25 for all tissues, p = 0). However, grapevine introns between both coding and non-coding exons show a low GC content (34.7 and 32.3% respectively) with respect to coding and non-coding exons (44 and 37.3% respectively) [25]. Thus, it may be difficult to differentiate between introns and regions where low coverage is a result of low GC content in exonic regions on the basis of Illumina transcriptome data - particularly where levels of template are likely to be low and *a-priori *gene models are not available. However, the discovery that putative splice junctions for pri-miRNAs can be identified by discontiguous mapping of illumina reads may help to ameliorate this problem for plant pri-miRNAs. The fact that we recovered evidence of alternative splicing of miR162, is consistent with data from *A. thaliana *[45] and validates our basic approach. Indeed, other putative pri-miRNAs, including miR394b show evidence of splicing from both transcript coverage and discontiguous mapping of whole transcriptome reads.

## Conclusion

We have used a combination of high throughput approaches to show highly tissue specific expression of mature miRNAs in the grapevine *Vitis vinifera *including the first evidence of differential expression of miRNAs during fruit maturation in this species. We have shown that, for plants at least, whole transcriptome sequence data can be applied to the detection of differential transcription of putative precursor miRNA loci and to the detection and definition of pri-miRNAs as well as to the tentative definition of patterns of splicing in such precursors. It is probable that similar analyses performed in lines carrying mutations in genes involved in miRNA processing (in particular DCL1- plants) will allow more extensive and accurate definition of miRNA transcripts on a large scale, eventually facilitating detailed analyses of promoter sequences and a deeper understanding of mechanisms of transcriptional regulation of miRNA genes. Our analyses also suggest that splicing (and alternative splicing) of pri-miRNAs may be widespread and might constitute a general mechanism for the regulation of miRNAs.

## Methods

### Plant materials

*Grapevine (Vitis vinifera *L.) clone PN40024 plants and callus tissue were cultivated *in vitro *under standard conditions. For oligonucleotide array analyses, fresh tissues, with exception of roots (where *in vitro *cultivated plants were used), were collected from field-grown *V. vinifera *L. cv Corvina. Grape berries were harvested 5, 9 and 15 weeks after flowering, while leaves were collected from pre-flowering plants, inflorescence samples were collected 3 weeks before flowering.

### RNA extraction and deep sequencing

For Illumina deep sequencing, total RNA from PN40024 was extracted with the Spectrum Plant Total RNA Kit (SIGMA) as directed by the manufacturer. RNA was DNase treated with RQ1 RNAse-Free DNAse (Promega) and RNA integrity was checked using an Agilent Technologies 2100 Bioanalyzer.

Total RNA samples from leaf, root, stem and callus were processed using proprietary kits at Illumina, Inc. in Hayward (CA, USA). Briefly, PolyA^+ ^RNA was isolated from total RNA fragmented using Ambion RNA fragmentation buffer. cDNA synthesis was performed with Invitrogen random hexamer primers and cDNA was purified using QIAquick PCR spin column (Qiagen). Ends were blunted and 3' A overhangs introduced using T4 DNA polymerase and *E. coli *DNA polymerase I Klenow fragment. cDNAs were ligated to adapters with a single 'T' base overhang. After selection of 150-200 bp fragments from 2% low-range agarose gel, samples were amplified by 18 PCR cycles to enrich cDNAs with correctly ligated adapters and to amplify the amount of DNA in the library. Samples were loaded on Cluster Station to create flow cells of CSMA (Clonal Single Molecular Array) and sequenced on the Illumina platform. RNA-Seq data are available from http://www.genoscope.cns.fr/externe/gmorse/raw_data/.

Small RNAs (20-30 nt) were isolated from leaf total RNA by a denaturing PAGE gel. Samples were prepared for sequencing using proprietary kits at Illumina, Inc (CA, USA). Briefly, 5' and 3'-adapters were ligated to small RNAs. After reverse transcription, a low number of PCR cycles were used to create a sufficient amount of cDNA constructs. cDNA sample was then loaded on the Cluster Station and sequenced at ultra-high throughput on the Illumina platform at Illumina. Small RNA sequencing data are available from the Short Reads Archive (SRA) under accession number SRS005164.

For 454 transcriptome analysis, polyA^+ ^RNA was isolated from *V. vinifera *L. cv Corvina leaf and berry tissues by according to Rezaian and Krake [51]. After reverse transcription using an oligo(dT)-adapter primer for first strand synthesis, cDNAs were amplified with 18 (leaf) and 17 (berry) cycles of LA-PCR [52]. Normalization was carried out by one cycle of denaturation and reassociation of the cDNA. Reassociated ds-cDNA was separated from the remaining ss-cDNA (normalized cDNA) by passing the mixture over a hydroxylapatite column. After hydroxylapatite chromatography, the ss-cDNA was amplified with 9 LA-PCR cycles using phosphorylated primers. cDNAs were finally purified using the NucleoSpin ExtractII kit from Macherey & Nagel and subjected to sequencing on the ROCHE 454 GS FLX platform according to manufacturer's instructions.

For oligonucleotide array analyses, total RNA was extracted from *V. vinifera *L. cv Corvina tissues and size fractioned, following the procedure [53] with minor modifications. Before extracting RNA from berries, seeds were separated from the rest of the fruit. Low molecular weight (LMW) RNA was checked for quality and quantity using the NanoDrop Spectrometer (ND 1000, Celbio SpA) and the Agilent 2100 Bioanalyazer.

### Oligonucleotide arrays

Predicted grapevine miRNA precursor sequences have been published elsewhere (Jaillon et al., 2007). A CombiMatrix 12K CustomArray was synthesized with 1947 miRNA-specific probes synthesized to test grapevine miRNA expression profiles.

For each grapevine miRNA precursor, we designed a set of 20-22 nt probes specific for the mature miRNA, the miRNA* and their complementary sequences, as well as a probe specific for the non mature microRNA stem/loop region and probes designed on the miRNA and miRNA* sequences but shifted of five or ten nt, forward and backward in order to test probe specificity. snRNA U6 and four grapevine tRNA probes were used as positive controls. Fourteen distinct negative and mRNA degradation control probes were included. Additionally, for each specific probe, a mismatch control with 2 maximally destabilizing substitutions was included. Each probe was present on the final array in three replicates. All probe sequences are available in Additional File 2: Supplemental Table S6.

Slides were hybridized with 3 g of LMW RNA labeled with Cy5 (Mirus LabelIT miRNA labeling Kit (Mirus Bio Corp.)). Hybridization and washing were performed as indicated by CombiMatrix. Slides were scanned with a Perkin Elmer Scanarray 4000 XL raw data was extracted with Scanarray Express 4.0 and Microarray Imager (CombiMatrix) software. After each hybridization, slides were stripped according to manufacturer's instructions and re-used 5 to 6 times.

Two hybridizations were performed with independently extracted LMW RNAs, for each sample. Background level was defined as the average signal of the negative and degradation controls plus two times their standard deviation. The ratio between intensities of the perfect match probe and its mismatch probe (referred to as PM/MM) was also used to estimate the reliability of each signal. Probes with a median signal higher than background and with PM/MM value higher than 1.2 were called as present. The normalization between arrays was performed using the quantile normalization method [54] using the BLIST software, provided by Combimatrix.

Normalized signals were Log2 transformed and probes with a low PM/MM ratio (<1.2) were discarded. Differentially expressed genes in various tissues were identified with a one-way ANOVA test (*p*-value < 0.05). Significant results were further investigated with Scheffè test, a *post hoc *test to define which tissues showed significant differences.

The use of short RNA probes has not proven to be effective to distinguish between miRNAs that have few differences, in particular at the first or last nucleotide [32], therefore microarray data from closely related miRNAs have been treated as replicated data. Thus different miRNA precursors that give rise to almost identical mature products have been clustered as single entities.

Complete oligonucleotide array experimental design and data are available from the Gene Expression Omnibus [GEO: GSE13801].

### RACE experiments

Total RNA was extracted from *V. vinifera *L. cv Corvina leaves, using a rapid CTAB method, as described [55], with minor modifications, and DNAse treated (DNase I from Sigma). The FirstChoice RLM-RACE kit (Ambion) was used to perform classic 3' and 5' RACE protocols, following manufacturer's instructions. PCR products, obtained with gene specific primers (miR482-5'-Rout-CGGCATAGGATCTGAGTCCAC, miR482-5'-Rinn-GAAATCCCCGAAAACAATAGGA, miR482-3'-Fout-CGGTTTTCAGATTGGGTTATGA, miR482-3'-Finn-AGGAAGAATGGTGGATTCATTA, miR394b-5'-Rout-CCTCTTTTGTGGCTGTGAGATG, miR394b-5'-Rinn-TGAAAGAGGCAAAGAGGAGGAG, miR394b-3'-Fout-CAATCTCTCTCGCTCTTCCACT, miR394b-3'-Finn-ACATCTCACAGCCACAAAAGAG, miR162-5'-Rout-GAATTTGGCGTTGTGATGCTAC, miR162-5'-Rinn-AGAAGAACACAGGGCGGATCT, miR162-3'-Fout-AGACTCTGGTAGCATCACAACG, miR162-3'-Finn-GGTTTATCTTCCGATGGAGAAC), were subsequently cloned in pGEM-T Easy vector (Promega) and sequenced.

### Bioinformatics methods

For small RNA deep sequencing, initial reads of length 33 bases were scanned for the presence of the 5' part of the 3' linker sequence 5'-TCGTATGCCGTCTTCTGCTTG-3' allowing 2 mismatches. Raw sequences whose last 9-14 bases represented the first 9-14 bases of the 3' cloning primer were mapped to the draft genome sequence after removal of adaptor sequences using the software SOAP [56]. Whole transcriptome Illumina reads were mapped to the *Vitis vinifera *genome using the software SOAP.

Counts of reads mapping to defined genomic loci and all statistical analyses of cluster densities were performed using custom scripts written in PYTHON.

For Illumina transcriptome data, we estimate the probability that at least the observed number of reads should be clustered in the genomic interval defined by the precursor using the Poisson distribution. Thus, we exclude all reads mapping to predicted genes, and search for significant violations (at the 1% confidence interval) of the null-hypothesis that remaining reads should be distributed randomly among intergenic regions. We consider only reads mapping uniquely to a single genomic locus. Given the expected short half-life of most primary miRNA transcripts, we believe that these criteria constitute an extremely conservative test of precursor expression.

For the genomic regions containing predicted miRNA precursors, we used ad-hoc PYTHON scripts exploiting the MatPlotLib library to plot, for each base the log of the coverage (normalized to the expected coverage under a null model of random distribution). Thus only values above zero reflect higher than expected numbers of transcript-derived matches.

Python scripts were used to generate PSSMs for U2 splice donors and acceptors (3 exonic bases, 14 intronic bases) and aggregate log scores were used to assign scores to all possible canonical splice donors and acceptors. Custom PYTHON scripts were used to combinatorially generate putative splice junctions and SOAP was employed to map RNA-Seq reads that did not provide contiguous perfect matches to the genome sequence to such junctions.

454 and RACE reads were mapped to the *Vitis vinifera *L. genome sequence using preliminary Blast searches and fine mapping of splice junctions was performed using SPIDEY [57] with default settings for plant sequences. Only reads where over 85% of the read length was aligned at over 95% identity were considered.

## Authors' contributions

EM Extracted RNA for oligonucleotide arrays, performed oligonucleotide array experiments and analyses of oligonucleotide array data and contributed to drafting the manuscript. VP designed the oligonucleotide array, performed analyses of deep sequencing data and contributed to drafting the manuscript. MEP conceived the project, provided technical support and contributed to drafting of the manuscript, MD and AF performed oligonucleotide array experiments and data extraction, MP provided plant biomass, CC performed analyses of oligonucleotide data, GV provided 454 sequence data, CDF and AP provided software for mapping of splice junctions, MM provided Illumina short sequence data, GP supervised the project, provided technical support and contributed to drafting the manuscript. DSH provided software for data analyses, performed data analyses, supervised the project and contributed to drafting the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Expression data for *Vitis vinifera *miRNAs**. **Supplemental Table S1**: Frequencies of mapped small RNA reads by size and locus. **Supplemental Figure S2**: Log expression levels of all predicted miRNAs in all tissues as detected by oligonucleotide array. **Supplemental Figure S3**: Detailed alignments and frequencies of all small RNA reads mapping to miRNA precursors. **Supplemental Table S4**: transcript data for 25 *Vitis vinifera *miRNAs. **Supplemental Figure S5**: Splice junction read coverage for Vvi-miR394b, Vvi-miR162 and Vvi-miR168. Click here for file

Additional file 2 **Oligonucleotide Array probes for analysis of Vitis vinifera miRNA expression**. **Supplemental Table S6**: All oligonucleotide array probe sequences. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

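Small RNA of grapevine was measured on a custom array with 1 sample per array, labelled with Cy5, in 6 tissues: leaves, young inflorescences, roots, and berries that were green, at veraison or mature. Each tissue had 2 arrays, each with LMW-RNA from its own extraction, and all 12 were used. Roots were grown in vitro and the other tissues in the field. The authors scanned the arrays with a Perkin Elmer ScanArray, extracted intensities with ScanArray Express and Microarray Imager, and deposited for each array the median and SD of the intensities of each probe's replicate spots, on a linear scale and not normalized. They also deposited a table of intensities, quantile-normalized by the authors over all probes of the 12 arrays. Whether a local background was subtracted is not given in the sources used here. Single spots were not analysed here, and neither was any other kind of data of the study.

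Probes were named by their sequence. The complement of 81 probes was taken as a mature miRNA, and other probes were classed as shifted, miRNA*, loop or complement probes by their overlap with these sequences. Several probes could be told apart only as forms of 1 miRNA, and the names of 25 rest on overlap with a sequence of Table 1 or on Fig. 1. The background level of an array was the mean plus 2 SD of its 14 negative and degradation controls. A miRNA was present in a tissue where both arrays were above this level with a ratio of perfect match over mismatch above 1.2. For shifted probes, the mean signal of the 2 arrays, before normalization, was set against that of the mature probe in tissues where the miRNA was present, with exact Clopper-Pearson intervals at 95%. The number of arrays and the signal over background limit the precision.

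Medians were quantile-normalized over the miRNA probes with limma 3.58.1 in R 4.3.3, put on the log2 scale and fitted with lmFit and eBayes to 6 groups of 2 arrays. The comparison of berry stages and that of organs (leaves, inflorescences and roots) each used limma's moderated F test over 3 groups, on the miRNAs present in at least 1 tissue of the comparison, with the Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Differences between a pair of tissues were read only where this test passed. Folds are ratios of mean normalized intensities. Where no array of the lower group was above background, the fold is given as a bound, with the lower group set on each array at the higher of its own signal and the lowest normalized signal above background. No fold is given where neither group was above background.

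Lists of miRNAs were fixed by family and known targets: copper-protein miRNAs (miR397, miR398, miR408), the miR169, miR172, miR164, miR166, miR171 and miR396 families, miR156 with miR535, miR159 with miR319, auxin-related miRNAs (miR160, miR167, miR390, miR393), sulfate and phosphate miRNAs (miR395, miR399), miRNA-pathway miRNAs (miR162, miR168, miR403) and the remaining families. The sets of Fig. 3 and the families with few leaf reads were used as lists that the study chose. Counts were adjusted over all miRNAs tested and over the list alone, and lists with 3 or more tested members were tested with fry, which tests whether members move on balance in 1 direction. The miRNAs named in the text are those that the paper names from the arrays, the 10 with the largest difference among those past the threshold in each comparison whose 2 arrays in the highest tissue were both above both in the lowest, and up to 4 members per list with the largest difference. The paper's own values had been read when this rule was written.

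Alternatives were tried for the normalization, the filter, the arrays in the fit, the deposited normalized table, array weights, a replicate block, leaving out each array, and the methods' one-way test on array values or with closely related probes as replicates. For scaled values and values with no normalization, intensities under 50 were set to 50. The detection rule, the shifted probes and the loop probes had their own alternatives. Backgrounds without the brightest controls, a fit without 3 arrays, the methods' one-way test over all mature probes, the loop count with several choices changed, the spread within families and the counts on mismatch probes were added after the data were examined.

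The fit was tested on simulated data, with noise drawn for the same design in 100 runs and 5 miRNAs changed per run. The noise was independent between miRNAs and between arrays, and normalization and filter were not run again. Deviations shared between arrays or between related probes, as the real arrays have, are thus not covered by the shares that follow. A log2 difference of 4 was found in 99.2% of cases for the berry stages and 99.6% for the organs, one of 2 in 43.6% and 38%, and one of 1 in 2.6% and 3.2%. Of the calls, 40.9% and 40.7% were false at a difference of 1, 7.23% and 9.52% at 2, and 4.43% and 6.04% at 4.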

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

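The correlation given here was set as a test before its value was seen, and the backgrounds with controls left out were chosen after the data were examined.

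Of 118 distinct probes with the sequence complementary to a miRNA* probe, which match the complement of the miRNA*, 4 were above background on both arrays of at least 1 tissue. The paper does not report on these probes, and no miRNA* probe was present under the same rule. All 4 were present in roots, in green berries and in berries at veraison, 3 in inflorescences, 3 in mature berries and 0 in leaves. Their highest median intensities were 46644, 33229, 19483 and 8477.

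The sequences that pair with 2 of these probes are closest to miR535a, with 2 and 3 mismatches, and the others are closest to miR156a, with 8 and 7. Imperfect pairing with mature miRNAs is a candidate explanation. The median correlation of the 4 probes with the mature miRNA they resemble was 0.295 over the 12 arrays, against 0.212 for the probes that were not present. It was 0.221 and 0.0788 for the 2 probes close to miR535a, which are the brightest, and 0.370 and 0.645 for those with 8 and 7 mismatches. Over the 4 probes together, the median is too low to speak for this pairing and too high to speak against it. The 2 probes close to miR535a reached 46644 and 33229, each on its brightest array. The miR535a probe itself was no brighter than 4333 on any array. These values argue against pairing with miR535a as the main source of signal on these 2 probes. For the other 2, the pairing cannot be told apart from other sources of signal. Without the ubiquitin control in the background 17 such probes were present, and 26 without Lambda Spike 8 as well. No biological explanation was tested.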

How the results depend on the processing

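Settings that leave out background controls or 3 arrays together, that run the methods' one-way test over all mature probes, or that change several choices of the loop count were chosen after the data were examined. The cause of the changes given here was not tested, except where fewer or more miRNAs were tested.

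Of the values of single miRNAs named in the text, under 28 settings set beforehand, 965 of 1064 kept their direction and side of the threshold, 64 no longer passed, 21 came to pass, 14 without a call moved or changed sign, and 0 calls reversed. Under 3 added settings, 99 of 123 kept both, 5 no longer passed and 19 came to pass. A miRNA tested neither in the main fit nor under a setting counts as keeping its side of the threshold. Settings that change only the filter, the weights or the block leave the means as they were, so direction cannot move there. A part of the kept values was thus fixed in advance. miR397a, miR398b and miR408 were higher in roots than in leaves in all settings that tested them. The log2 difference ranged from 6.00 to 7.64 for miR397a, from 5.64 to 8.46 for miR398b and from 6.09 to 8.25 for miR408.

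Against 0 miRNAs among berry stages, 9 among organs, 17 differences between a pair of tissues and 2 differences of lists, scaling to the 75th percentile gave 11 differences over the probes present on all arrays, and 5 organ miRNAs with 9 differences over all miRNA probes. Scaling on the positive controls gave 3 berry and 4 organ miRNAs. No filter gave 27 organ miRNAs, 41 differences and 4 lists, and requiring presence in every tissue gave 0, 0 and 0, since few miRNAs are then tested. The 6 arrays of the comparison alone, array weights and the replicate block each gave 1 berry miRNA. Replicate numbers do not pair all tissues: over 15 pairs of tissues the replicate differences correlated at -0.62 to 0.49, with 7 pairs over 0.1 and 6 below -0.1. All 6 pairs among leaves, inflorescences, veraison and mature berries, 4 tissues picked after seeing the values, were over 0.1, so that a part of the deviation is shared among these. The methods' one-way test on array values gave 3 berry miRNAs at p under 0.05 and 3 organ miRNAs after adjustment. With related probes as replicates it gave 10 berry miRNAs (3 after adjustment) and 32 differences, and over all mature probes 5 and 22 miRNAs on array values and 27 and 43 with related probes. The background without the ubiquitin control gave 1 berry and 24 organ miRNAs, 42 differences and 5 lists, without Lambda Spike 8 as well 26, 43 and 5 of the last 3, and the fit without 3 arrays 14 organ miRNAs and 0 lists. Leaving out 1 array gave from 0 to 1 berry miRNAs (1, miR395a, without either array of leaves or replicate 2 of roots) and from 7 to 20 organ miRNAs, with 20 without replicate 2 of leaves and 20 without replicate 2 of inflorescences. It gave 12 to 39 differences, with 39 and 27 without these arrays, and 2 to 6 lists, with 6 without replicate 2 of leaves; a lone array was assumed to vary like the other groups.

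Counts of mature miRNAs present moved most with the background. Passing on 1 array gave 30 in leaves, 41 in inflorescences, 39 in green berries, 27 at veraison, 28 in mature berries and 54 in any tissue, and the mean signal gave 12, 24, 19 and 20 in leaves, inflorescences, green and mature berries. The mean plus 3 SD gave 4 in inflorescences, 6 in green berries and 10 at veraison, and no ratio gave 5 in leaves. Without the ubiquitin control the counts were 19 in leaves, 40 in inflorescences, 34 in roots, 22 in green berries, 35 at veraison, 36 in mature berries and 55 in any tissue. Without the 2 brightest controls they were 38, 45, 36, 43, 39, 38 and 59, and after quantile normalization the same but for 40 at veraison. Leaving out 1 array gave 4 to 29 in leaves, 8 to 41 in inflorescences, 21 to 25 in roots, 10 to 39 in green berries, 19 to 25 at veraison, 11 to 28 in mature berries and 29 to 45 in any tissue, with the highest value of each tissue without its replicate 2, or its replicate 1 for roots and green berries, and that of any tissue without replicate 2 of inflorescences. The loop count was 39 with the 2 brightest controls left out, 1 array and no ratio.

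For shifts of 10 and 5 bases towards the 5' end, of 5 and 10 bases towards the 3' end, and for all but the second of these, the share with a drop over 90% was 92.0%, 17.2%, 98.3%, 99.4% and 96.4% after subtracting the negative controls. It was 100%, 0%, 100%, 100% and 100% for signals at least 10 times the background level, and with a drop of 75% it was 96.0%, 45.2%, 99.4%, 100% and 98.4%.

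The mean of log2 over replicate spots and single spots as replicates were not run, as only medians were used, and normexp could not be fitted on 5 of the 12 arrays. Signal over background limits all counts: the median mature probe had an intensity of 559.5, under the lowest background level.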

Differences from the paper's values

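Settings named here as added were chosen after seeing the values. For presence, the thresholds are those of the methods (background at the mean plus 2 SD, ratio above 1.2) with presence required on both arrays, which the paper's text does not state.

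For mature miRNAs present in at least 1 tissue, the value here is 29 and the paper's is 56. Set before the data were examined, a signal on 1 of the 2 arrays (54), the mean signal (43) and leaving out replicate 2 of leaves (38), replicate 2 of inflorescences (45) or replicate 1 of green berries (43) come within 1.5 times the paper's value, and the other settings do not. For roots the values are 19 here and the paper's 41, for leaves 3 and the paper's 47, and for berries at veraison 17 and the paper's 42; no setting made before the data were examined comes within 1.5 times any of these. For inflorescences they are 8 and the paper's 49, for green berries 10 and the paper's 53, and for mature berries 11 and the paper's 40. Here a signal on 1 array (41, 39 and 28) and leaving out replicate 2 of inflorescences (41), replicate 1 of green berries (39) or replicate 2 of mature berries (28) come within 1.5 times, and the other settings do not.

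Backgrounds without the brightest controls, chosen after seeing the values, close these gaps. Without the ubiquitin control the counts are 55 in any tissue, 34 in roots, 40 in inflorescences, 35 at veraison and 36 in mature berries, all within 1.5 times the paper's, and it drops 52 of the paper's own calls in Table 1. In leaves (19) and green berries (22) it does not come within 1.5 times. Without Lambda Spike 8 as well, also chosen after seeing the values, the counts are 59, 36, 45, 39 and 38, with 38 in leaves and 43 in green berries, all within 1.5 times, and it drops 22 of the paper's own calls; after quantile normalization they are the same but for 40 at veraison. Of 324 calls of a miRNA in a tissue that could be set against Table 1, 194 (59.9%) were equal here, 272 (84.0%) without the ubiquitin control and 301 (92.9%) without both.

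For loop signals, the value here is 3 of the probes and the paper's is 26 precursors. None of the settings made before the data were examined, each giving 3, comes within 1.5 times. Leaving out both controls and taking 1 array without the ratio, chosen after seeing the values, gives 39, which is 1.5 times the paper's value; Table 1 marks the precursors that the paper counts, but the loop probes could not be given to single precursors, so that how many of these it drops was not counted.

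Among berry stages 0 miRNAs differ here at an adjusted p under 0.05, while the paper's count is 13 at an unadjusted p under 0.05; unadjusted, limma gives 3. Of the settings made before the data were examined, the methods' one-way test at p under 0.05 with related probes as replicates (10, with 3 of the 13 the paper names) comes within 1.5 times, and the others, from 0 to 3, do not. That test over all mature probes, chosen after seeing the values, gives 27, with 8 of the 13 named and 5 dropped, and on array values 5, with 12 dropped. miR395a, which the paper calls and the test here does not, is called with the 6 berry arrays alone, array weights, the replicate block, scaling on the positive controls, without replicate 1 of leaves, replicate 2 of leaves or replicate 2 of roots, and without the ubiquitin control, which was chosen after seeing the values and drops 12 of the 13. miR535a is called by the methods' one-way test on array values, and miR535a, miR169f and miR319b by it with related probes, miR319b not after adjustment; miR535a has no related probe, so that its unadjusted p is the same in both, but it passes after adjustment only with related probes (adjusted p = 0.0403, against 0.121 on array values).

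Among organs 9 miRNAs differ here at an adjusted p under 0.05, and 10 unadjusted, while the paper's count at an unadjusted p under 0.05 is 27, of which its text and Fig. 3 name 25. Of the settings made before the data were examined, no filter (27, with 14 of the 25 named), leaving out replicate 2 of leaves (20, with 8) and leaving out replicate 2 of inflorescences (20, with 12) come within 1.5 times, and the others, from 0 to 13, do not. Chosen after seeing the values, the background without the ubiquitin control (24) and without both controls (26) and the methods' one-way test over all mature probes on array values (22) come within 1.5 times, and drop 10, 10 and 13 of the 25 that the paper names. With related probes that test gives 43 and drops 5. Of the miRNAs the paper calls and the test here does not, no filter calls miR169a, miR169e, miR169f, miR169x, miR171c, miR171f, miR399a and miR399b, and the backgrounds without the ubiquitin control and without both controls call these and miR169v. Without replicate 2 of leaves, miR169f, miR171c and miR172c are called, without replicate 1 of leaves miR403a, and without replicate 2 of inflorescences miR169a, miR169e, miR169f, miR169x, miR171c, miR171f and miR319b. miR535a is called with both scalings to the 75th percentile and miR159a by the methods' one-way test with related probes. Without 3 arrays, chosen after seeing the values, miR169a, miR169e, miR169f, miR169x and miR171c are called, and 17 of the 25 are dropped. The methods' one-way test over all mature probes calls, on array values and with related probes, miR164a, miR169a, miR169e, miR169f, miR169v, miR169x, miR171f and miR399b, and with related probes also miR159a, miR164b, miR169y, miR171c, miR172c, miR319b and miR399a.

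For miR408 the lower of the ratios of roots to leaves and to inflorescences is 60.3 here, and the paper's value is at least 100. The lower group was below background on every array and the root signal was at the scanner's limit on replicate 2 of roots, so that the ratio is no measured fold, and the bound is at least 15.4-fold. Of the settings made before the data were examined, scaling to the 75th percentile (159 and 180) and on the positive controls (143) exceed the paper's value, and quantile normalization over all spots (86.2), no normalization (75.1), the 6 arrays of the comparison alone (67.7), the authors' normalized table (80.0) and leaving out replicate 2 of inflorescences (76.5) come within 1.5 times. The settings that change the filter, the weights or the block (60.3) and leaving out another array (50.5 to 63.8) do not. Leaving out 3 arrays, chosen after seeing the values, gives 89.0 and drops 17 of the 25 miRNAs that the paper names among organs, miR408 not among them.

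With quantile normalization over the miRNA probes, all 13 miRNAs that the paper names among berry stages and all 25 among organs had means in the direction it states between the higher tissue and 1 lower tissue, and for 10 and 23 of them both arrays of the higher tissue were above both of the lower one. Among berry stages 11 of the 13 did with no normalization and with scaling to the 75th percentile of all miRNA probes (miR156f and miR319b did not), 9 with scaling on the positive controls (nor did miR169f and miR169r) and 12 without replicate 1 of green berries (miR319b did not), and miR156f did not with related probes as replicates; among organs 24 of the 25 did without replicate 2 of leaves (miR403a did not). For miR171e the ranking of the lower tissues differs: the paper places its lowest level in roots, while its mean here was lowest in leaves (8.66, against 9.66 in roots), a difference that did not pass the test. The legend of Fig. 3 and the text give the berry stages of panels B and C differently, and the text was followed.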

Other observations

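The tests of copper-protein miRNAs and of residue on reused slides were chosen after the result was seen, and that of a shared background before it. miRNAs named here outside the lists were chosen after their values were seen.

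The 4 copper-protein miRNAs were higher in roots than in leaves by a median of 6.51 on the log2 scale. A fault of single probes would leave no such difference on other probes of the same miRNAs, but second probes in the same place gave a median of 6.51, from 4.48 for miR398a to 6.96 for miR408. Quantile normalization would be excluded as the source if the difference stayed without it, and without normalization the median was 7.85. Growth in vitro in place of the field stays open: 0 root arrays came from field-grown plants, so that tissue and growth cannot be told apart. A role of these miRNAs in the copper supply of roots or of the culture medium is a biological explanation that was not tested.

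Replicate 2 of inflorescences, of berries at veraison and of mature berries deviated from replicate 1 in a similar way over mature miRNAs, with correlations of 0.32 to 0.48 among the 3 tissues. Mismatch probes, which pair badly with miRNAs, gave 0.473 to 0.597, and -0.402 to -0.156 among the other 3 tissues. A background that all probes of these arrays share would give this. These 3 arrays were also the only ones with a lowest intensity of 0. Replicate 1 of the same tissues had 97.25, 2.5 and 85.5. The correlations cannot tell a shared background from any other step that these arrays share. The methods state that the slides were stripped and hybridized again. Residue of root RNA on reused slides would raise miR397a, miR398b and miR408 on replicate 2. Of 9 cases, 4 were higher there (5 before normalization). All 18 values compared were below background, so that residue cannot be told apart from other sources of signal. No biological explanation was tested.

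In the berry stages, 0 of 4 tested members of miR159 and miR319 changed (fry, adjusted p = 0.657 between veraison and green berries), 0 of 5 tested auxin-related miRNAs (adjusted p = 0.756 between mature and green berries), 0 of 4 tested miR166 members, 0 of 1 tested miR171 member and 0 of 1 tested miRNA of the miRNA pathway, and adjusted over the list alone also 0 in each. The miR166 family, which targets class III HD-ZIP mRNAs, had lower means at veraison than in green berries with every scaling tried, by a median of -1.20 (adjusted p = 0.657), and miR166c form 1 by -2.27 (standard error 0.88). No member of the miR164, miR172 or miR396 families, of the copper-protein miRNAs or of the remaining families was tested there. The miR164 family had a median of -1.48 for mature minus green berries, below background on all berry arrays.

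Among organs, 1 of 5 tested members of miR159 and miR319 changed (miR319g), 1 of 3 tested members of miR156 and miR535 (miR156f; 2 when adjusted over the list alone, with miR535a), 2 of 2 tested miR171 members, 1 of 1 tested sulfate and phosphate miRNA (miR395a), 0 of 4 tested miR166 members and 0 of 1 tested miRNA of the miRNA pathway; the other counts are the same when adjusted over the list alone. For the 3 of these lists with at least 3 tested members, miR159 and miR319, miR156 and miR535, and miR166, fry gave adjusted p from 0.274 to 0.907; it was not run on the others. Without replicate 2 of leaves, fry passed for the miR171 family, lower in roots than in leaves (adjusted p = 0.0416) and than in inflorescences (adjusted p = 0.00351), and miR172c, miR172d and miR396c were tested and passed over the 3 organs; without replicate 1 of leaves miR390 passed. The call of miR395a was lost without any 1 of both arrays of leaves, both of veraison, replicate 1 of inflorescences and replicate 2 of roots or of green berries, that of miR319g without either array of inflorescences or replicate 1 of roots, and that of miR171h without replicate 2 of inflorescences. No member of the miR164, miR172, miR396 or miR169 families or of the remaining families was tested. Values that belong at no claim are miR390, lower in roots than in leaves by -2.17 (adjusted p = 0.123), and 4 miRNAs that were not tested: miR172d with -3.34, miR171b with 2.91 and miR399i with 2.69 for roots minus leaves, and miR828a with -2.81 for roots minus inflorescences. miR171b and miR828a were below background on every organ array.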
